# Biliary epithelial cells are facultative liver stem cells during liver regeneration in adult zebrafish

**DOI:** 10.1172/jci.insight.163929

**Published:** 2023-01-10

**Authors:** Isaac M. Oderberg, Wolfram Goessling

**Keywords:** Hepatology, Stem cells, Adult stem cells

## Abstract

The liver is a highly regenerative organ, yet the presence of a dedicated stem cell population remains controversial. Here, we interrogate a severe hepatocyte injury model in adult zebrafish to define that regeneration involves a stem cell population. After near-total hepatocyte ablation, single-cell transcriptomic and high-resolution imaging analyses throughout the entire regenerative timeline reveal that biliary epithelial cells undergo transcriptional and morphological changes to become hepatocytes. As a population, biliary epithelial cells give rise to both hepatocytes and biliary epithelial cells. Biliary epithelial cells proliferate and dedifferentiate to express hepatoblast transcription factors prior to hepatocyte differentiation. This process is characterized by increased MAPK, PI3K, and mTOR signaling, and chemical inhibition of these pathways impairs biliary epithelial cell proliferation and fate conversion. We conclude that, upon severe hepatocyte ablation in the adult liver, biliary epithelial cells act as facultative liver stem cells in an EGFR-PI3K-mTOR–dependent manner.

## Introduction

Regeneration is the replacement of cells or tissue lost to injury or damage (1); it is often mediated by a dedicated population of adult stem cells, defined by their ability to both self-renew and differentiate into multiple cell types. In humans, blood, skin, intestine, muscle, and airway epithelia all regenerate using tissue-specific adult stem cells (2). One notable exception is the liver, which is highly regenerative in response to injury, yet does not possess a universally defined adult stem cell. The liver performs vital functions for the organism, including secretion of blood coagulation factors, regulation of lipid and carbohydrate levels, xenobiotic detoxification, energy storage, and synthesis and secretion of bile and amino acids (3). The most abundant cells in the liver are hepatocytes, which carry out the core functions, whereas biliary epithelial cells (BECs) transport bile produced by hepatocytes to the gall bladder and intestine. During development, both hepatocytes and BECs are derived from bipotential endodermal cells called hepatoblasts (4). Other cell types in the liver include endothelial cells, hepatic stellate cells, portal fibroblasts, and a population of tissue-resident macrophages called Kupffer cells (5).

The zebrafish (*Danio rerio*) has emerged as a valuable model system for studying liver biology (6). Although tissue architecture is different from mammals (7), analysis of transgenic reporter lines during organ development revealed the cell type composition of the zebrafish liver, indicating the presence of hepatocytes (8), BECs (9, 10), endothelial cells (11), hepatic stellate cells (12), macrophages (13), and lymphocytes (14). An unbiased comparison between zebrafish and mammalian livers to determine conserved cellular markers and analogous function is missing, to date.

Both mice and zebrafish have been used to study cell fate transitions during liver regeneration. Elegant murine lineage-tracing studies have indicated that, during both homeostasis and regeneration from toxic or surgical injury, new hepatocytes arise from existing hepatocytes (15, 16). BECs are capable of contributing to hepatocyte regeneration in murine injury models only when hepatocyte proliferation is simultaneously inhibited (17). Consequently, there is currently no model involving a single insult to the adult liver to definitively determine and visualize the different steps involved to repair lost liver tissue. Moreover, these murine studies lack a molecular characterization of the presumed stem cell state. Zebrafish have been used to model liver regeneration after both toxic (18, 19) and surgical (20–25) liver injury, although cell fate transitions were not assayed in these models. In zebrafish larvae undergoing hepatocyte ablation, BECs can contribute to hepatocyte formation (26, 27). However, these studies were performed during development, and the observed potential of the BECs observed may be due to a lack of complete differentiation. It is also unclear whether the tissue microenvironment in the larval liver reflects that of an adult animal. Although many signaling pathways have been implicated in liver regeneration (28), not one has been definitively shown to regulate BEC-driven regeneration in adults. These studies raise the question of whether terminally differentiated BECs from adult zebrafish can act as facultative liver stem cells during regeneration and which signaling pathways regulate that process.

Here, we discover that regeneration of adult zebrafish liver can be achieved through a facultative stem cell model. We generated a complete cellular atlas of the uninjured, adult zebrafish liver using droplet-based single-cell RNA-Seq (scRNA-Seq). By comparing transcriptomic profiles of zebrafish liver cells to those of humans and mice, we reveal complete conservation of all cell types in zebrafish orthologous to their mammalian counterparts with preservation of the same functions. Analysis of multiple liver injury models in adults using genetic lineage tracing determined that BECs were only competent to give rise to hepatocytes after severe hepatocyte ablation. Sequencing BECs and their descendants after injury revealed a precise series of transcriptional changes, as BECs lose biliary markers and become morphologically and transcriptionally identical to hepatocytes. BECs proliferated and exhibited elevated levels of transcription factors associated with hepatoblast identity prior to their differentiation into hepatocytes. BECs showed activated MAPK, PI3K, and mTOR signaling during regeneration. Inhibition of EGFR, PI3K, or mTOR signaling resulted in defective regeneration. This work demonstrates that BECs can serve as facultative liver stem cells in adult zebrafish regenerating from severe hepatocyte ablation.

## Results

### A single-cell atlas for the adult zebrafish liver reveals high functional conservation with the mammalian liver.

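The Drop-Seq atlas of the uninjured liver comprised 6 libraries, and the paper's text does not name the number of fish behind a library. The authors aligned the reads to GRCz11 with STAR and counted unique molecular identifiers (UMIs), the tags that mark single captured transcripts, for each gene. Deposited values are raw UMI counts for 5000 barcodes per library, with totals of 5647802, 6164642, 5046923, 1337430 and 4531545 UMIs in replicates 1, 3, 4, 5 and 6, and a larger total in replicate 2. Cells were called with the authors' slope rule, whose minimum ran from 267.5 to 1459.2 UMIs. It kept 661 to 1566 cells per library, with medians of 752.5 to 3757 UMIs per cell. For clustering alone, background counts were subtracted at the 95th percentile, and cells were grouped by Leiden clustering at resolution 2 on 30 principal components of 2000 variable genes. Clusters were named from fixed marker genes, and the ending "-like" shows that a name rests on markers. Genes under test were kept out of naming and clustering. No doublets were removed, and removal of the top 5% of cells by doublet score was tried as an alternative. Tests used raw UMI sums per library and cell type. Each type was compared with the mean of the other types, with library as a block, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given in CPM, a gene's share of the UMIs of a sum, as mean ± SD over libraries.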

To define the cell type repertoire of the liver, we performed scRNA-Seq using the Drop-Seq platform (29) on adult male zebrafish. 

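The slope rule gave 5879 cells, which fell into 20 clusters and 11 named types, and 49 cells in a pair of clusters under 30 cells stayed unnamed. There were 3982 hepatocyte-like cells in 7 clusters, 195 BEC-like, 352 endothelial-like, 65 stellate-like, 54 fibroblast-like, 159 macrophage-like, 380 lymphocyte-like and 178 erythrocyte-like cells. Composition varied widely between libraries. The share of called cells ran from 11.0% to 94.1% for hepatocyte-like, from 0.383% to 10.7% for BEC-like and from 0.639% to 17.9% for endothelial-like cells. A hepatocyte-like cluster of 518 cells had the mitochondrial gene mt-nd6 among its leading genes, and another of 672 cells was led by vtg1. Clustering on raw counts moved these numbers most, to 5575 cells in 9 named types with 304 cells unnamed.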

A data set containing 3,148 cells enabled identification of 11 distinct clusters, which were assigned to a cell type based on known marker expression (Figure 1, A and B, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.163929DS1). Endodermal cell types in the liver, hepatocytes, and BECs were identified by the expression of *fabp10a*, *tfa*, and *cp* for hepatocytes (30–32) and *anxa4*, *krt18a.1*, and *alcama* for BECs (10, 33, 34). Clusters belonging to nonparenchymal cells in the liver were also identified: endothelial cells (*kdrl*, *cdh5*, *fli1a*; refs. 35–37), hepatic stellate cells (*hand2*, *lrata*, *agtr2*; refs. 12, 38), and a fibroblast population (*col1a2*, *col1a1a*, *vim*; ref. 39). Several clusters belonged to blood cells, including macrophages (*mpeg1.1*, *marco*, *c1qb*; refs. 40–42), lymphocytes (*ccl38.6*, *il2rb*, *nkl.4*; refs. 43), and erythrocytes (*hbba1*, *hbaa1*, *hbba2*; ref. 43), consistent with the mammalian liver. 

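Beside the liver types, 305 cells were neuron-like, 120 acinar-like and 40 islet-like. Per library they made up 0.447% to 13.7%, 0.303% to 4.22% and 0.293% to 0.993% of called cells. Neuron-like cells were named from gabbr1b, gabra5 and grin2da alone. Acinar-like and neuron-like sums stayed in the tests as comparison groups, because dropping them would hide genes shared with hepatocytes. Without the background subtraction, the acinar-like and islet-like names were lost, with 0 cells each.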

Cell types that represent contamination from other nearby organs were removed from downstream analyses. Expression of a subset of the genes identified by scRNA-Seq was confirmed in tissue sections via immunofluorescence (Figure 1, C–G). Visualization of hepatocytes via expression of *fabp10a* confirmed widespread distribution of hepatocytes in the liver (Figure 1C). Anxa4^+^ BECs formed a clear ductal network (Figure 1D). The *kdrl* expression highlighted the vascular architecture of the liver (Figure 1E). 

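Transcripts of hand2 were rare: 21 UMIs in stellate-like, 10 in fibroblast-like and 4 in neuron-like sums. Levels were 220.7 ± 61.9 CPM in stellate-like (n = 3 libraries) and 152.2 ± 100.1 CPM in fibroblast-like sums (n = 2), against 5.14 CPM in neuron-like and 0.038 CPM in hepatocyte-like sums. The gene was called in each of the former types by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p 2.9e-06 and 3.8e-04). Every sum of either type lay above the highest hepatocyte-like sum. DESeq2 called hand2 in neither type. No fold change is given, since most other types had 0 hand2 UMIs.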

Interestingly, expression of the stellate cell marker *hand2* was detected both in the hepatic stellate cell and fibroblast clusters. Expression of *hand2* delineated both small cells inside of blood vessels and cells lining larger ducts (Figure 1F), suggesting that the fibroblast population may be portal fibroblasts. Finally, expression of *mpeg1.1* identified small cells with multiple protrusions (Figure 1G), as expected for a macrophage population. Publicly available data sets for the human (5, 42, 44) and mouse (45–47) liver were analyzed with a similar clustering scheme (Supplemental Figure 1, B and C). This revealed clusters corresponding to hepatocytes, BECs, endothelial cells, hepatic stellate cells, fibroblasts, macrophages, and lymphocytes, and it revealed markers that displayed tissue-specific expression across species for all of the cell types examined (Figure 1, H–J). 

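Genes shown by the paper across species were tested in the zebrafish atlas after being held out of naming. The paper showed them as markers of these types in the same libraries, so the count is no independent evidence. All 16 of 16 gene and type pairs were called higher in the named type by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among 1794 tested genes, and 16 when adjusted over the list alone. DESeq2 moved this count most, to 13, losing hand2 in both types and mmp2. In BEC-like cells the log2 changes were 5.99 for anxa4 (SE 0.38), 8.59 for epcam and 6.36 for tm4sf4. BEC-like anxa4 reached 9300.8 ± 2826.8 CPM in 4 libraries, against 76.7 ± 64.1 CPM in hepatocyte-like cells of 6. Endothelial-like cells had kdrl at 5.35, dll4 at 7.32 and sele at 6.82. Other log2 changes were 6.57 for rgs5a and 4.26 for ednraa in stellate-like, 7.48 for mmp2 in fibroblast-like and 7.49 for mpeg1.1 in macrophage-like cells. Lymphocyte-like runx3 was higher by 4.28, but it was also called in neuron-like cells at 4.10 (adjusted p 1.7e-04). The gene lck had 11 UMIs in lymphocyte-like sums and was removed by the filter.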

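Pearson correlations of log2 CPM were taken between the summed cells of each pair of types over 15074 genes. The stellate-like and fibroblast-like pair had r 0.612, rank 19 of 55 pairs, or 12 of the 21 pairs of liver types. Highest among liver types was endothelial-like with hepatocyte-like at 0.733. Sums differed greatly in depth: 151328 UMIs for stellate-like and 129746 for fibroblast-like cells, against 18251392 for hepatocyte-like cells. After thinning all sums to the same depth, the stellate-like and fibroblast-like pair stood at r 0.585, rank 2 of all pairs and rank 1 of the liver pairs.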

The cell types with the most similar transcriptomes were hepatic stellate cells and fibroblasts, and this observation was true across species. These data reveal that the adult zebrafish liver has the same cellular inventory as the mammalian liver.

To better characterize these cell type clusters, we performed Gene Ontology (GO) analysis to identify terms overrepresented in each cluster (Supplemental Figure 1A and Supplemental Table 2). Hepatocytes perform many important biological functions, including hemostasis, lipid binding, oxidation reduction, amino acid metabolism, energy storage, and bile acid synthesis and transport. 

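The held-out genes agxtb, apoa1b and fga stand for amino acid metabolism, lipid binding and hemostasis. In hepatocyte-like cells they were higher by log2 1.73 (SE 0.37, adjusted p 2.2e-04), 1.78 (SE 0.37, adjusted p 2.0e-04) and 1.60 (SE 0.36, adjusted p 3.9e-04), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Acinar-like cells were also called higher than the mean of the other types, with agxtb at 1.86 (adjusted p 1.7e-03) and fga at 1.77 (adjusted p 1.4e-03). Hepatocyte-like cells held 1583.3 ± 851.0 CPM of agxtb, 22199 ± 4877.6 CPM of apoa1b and 1917.0 ± 339.9 CPM of fga (n = 6 libraries). Lymphocyte-like cells were lowest, yet still at 268.9 CPM for agxtb, 3081.3 CPM for apoa1b and 223.4 CPM for fga. Free hepatocyte RNA in the droplets was not removed from these sums.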

Hepatocyte-specific expression of genes associated with these functions was conserved across species (Supplemental Figure 1, D–F). 

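The 3982 hepatocyte-like cells were split by k-means, on components made without tfa, tat and agxtb, into groups of 2710 and 1272 cells. Group 1 held 24.3% to 88.3% of the hepatocyte-like cells of a library, so every library had cells of both groups. Depth was a concern, because within a library the median UMIs per cell differed by 1.36-fold to 5.66-fold between the groups. Group 1 was the deeper in 3 of 6 libraries. After all cells were thinned to 1000 UMIs, 77.3% of them kept their group, and group 1 then held the cells with more UMIs before thinning in 6 of 6 libraries. Depth therefore cannot be told apart from a real grouping.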

Based on the well-described zonal architecture and heterogeneous transcriptional profile of mammalian livers (48), we sought to determine zebrafish hepatocyte heterogeneity in a separate analysis, revealing 2 main groupings of hepatocytes (Supplemental Figure 2A). 

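Neither tfa nor tat nor agxtb was called between the groups among 3095 tested genes, and 0 of 3 had an unadjusted p under 0.05 in the main setting. DESeq2 also called 0 of 3. The level of tfa was 26091 ± 6255.7 CPM in group 1 and 20653 ± 2888.2 CPM in group 2, a log2 change of 0.40 (SE 0.23, adjusted p 0.219, quasi-likelihood test) seen in 4 of 6 libraries. For tat the change was 0.01 (adjusted p 0.974, higher in 3 of 6 libraries), at 2351.6 ± 1050.0 and 2530.1 ± 1434.5 CPM. For agxtb it was -0.01 (adjusted p 0.974, higher in 2 of 6), at 1493.6 ± 681.4 and 1656.7 ± 942.2 CPM. Factors from genes abundant in every sum, chosen after seeing the values, moved both most: tat to -0.37 (p 0.0174, adjusted p 0.0618) and agxtb to -0.39 (p 0.0379, adjusted p 0.104), both higher in group 2 and not called, with tfa at 0.03.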

Differential expression analysis (Supplemental Table 3 and Supplemental Figure 2E) indicated that one group was associated with the production and secretion of proteins (such as *tfa*; Supplemental Figure 2B) and the other was associated with metabolic enzymes (such as *tat* and *agxtb*; Supplemental Figure 2, C and D). We selected a handful of genes that were differentially expressed between the 2 clusters for further study (Supplemental Figure 2F). FISH revealed that expression of these genes was uniform throughout the liver, with no indication of spatially zonated gene expression (Supplemental Figure 2G). Taken together, this data set represents a single-cell atlas for the adult zebrafish liver, revealing that, while the tissue architecture of the liver is different, it is composed of cell types orthologous to mammalian liver. These cell types resemble their mammalian counterparts morphologically (Figure 1, C–G) and transcriptionally (Figure 1, H–J, and Supplemental Figure 1, D–F).

### BECs give rise to hepatocytes after massive hepatocyte ablation.

Given the excellent molecular and cellular conservation between zebrafish and mammalian livers, we examined adult zebrafish livers to determine whether BECs could change their fate and become hepatocytes. To study lineage relationships during adult liver regeneration, we took advantage of 3 transgenic lines: a Cre driver, Cre responder, and a hepatocyte ablation line. *Tg(Tp1:CreERT2)* (49) contains Cre recombinase fused to an estrogen receptor under the control of a Notch-responsive element. Within the liver, Cre recombinase is exclusively expressed in BECs. The second line is the Cre-responder *Tg(ubi:Switch)* (50), a ubiquitous promoter driving GFP transgene expression. After recombination, the GFP transgene is deleted, and the ubiquitous promoter instead drives expression of mCherry (Figure 2A). Finally, we utilized the *Tg(fabp10a:CFP-NTR)* transgene (26), in which CFP fused to bacterial nitroreductase (NTR) is expressed specifically in hepatocytes. Exposure of animals to the nontoxic prodrug metronidazole causes cell death selectively in hepatocytes. Triple transgenic animals were exposed to the estrogen analog 4-hydroxytamoxifen (4-OHT) from 2 to 3 days postfertilization (dpf) to label BECs and their descendants, and treated zebrafish were raised to adulthood (Figure 2A). These adults were subjected to acetaminophen (APAP) or ethanol (EtOH) overdose (18, 51), partial hepatectomy (PHX) (25), or hepatocyte ablation via exposure to metronidazole (MTZ) (26). Regeneration was analyzed at 7 days posttreatment (dpt) following recovery at 28.5°C (Figure 2B). In DMSO or sham surgical controls, BECs were mCherry^+^ (biliary-derived), and hepatocytes were CFP^+^/GFP^+^ (nonbiliary-derived). After inducing liver injury with APAP, EtOH, or PHX, animals regenerating from these insults were identical to their respective controls — all hepatocytes were CFP^+^/GFP^+^ (nonbiliary-derived). Only severe hepatocyte ablation after MTZ exposure yielded mCherry^+^ hepatocytes derived from BECs (Figure 2B and Supplemental Figure 3A), demonstrating that only this extreme injury induces BECs to become hepatocytes.

These results prompted a detailed characterization of the process of regeneration following hepatocyte ablation. Triple transgenic animals were ablated and analyzed by imaging of live vibratome sections at 0, 1, 2, 3, and 7 days postablation (dpa) (Figure 2C and Supplemental Figure 3B). At 0 dpa, there was a dramatic reduction of CFP signal in the liver, consistent with massive hepatocyte ablation, whereas the biliary tree remained intact. Between 0 and 2 dpa, mCherry^+^ BECs changed in morphology and increased in number. By 3 dpa, CFP expression emerged in mCherry^+^ cells, and this persisted to 7 dpa (Figure 2C and Supplemental Figure 3B), indicating that mCherry^+^ BECs had become hepatocytes.

To quantify these cellular changes, we imaged cells isolated from the liver and used an automated image analysis pipeline to measure fluorescence intensity and morphological characteristics during regeneration (Supplemental Figure 4, A–D). We compared CFP intensity, cell area, and cell eccentricity between the GFP and mCherry lineages in uninjured animals. GFP^+^ cells from mock-treated animals (predominantly hepatocytes) have higher CFP intensity, are larger, and are more circular, with lower eccentricity than mCherry^+^ cells (Supplemental Figure 3, C–E). We examined these parameters over time in mCherry^+^ cells. CFP expression was not significantly different from mock-treated mCherry^+^ BECs until it increased at 3 dpa and continued to enhance at 7 dpa (Supplemental Figure 3F). mCherry^+^ cells were significantly larger at 2 and 7 dpa (Supplemental Figure 3G) and exhibited lower eccentricity only at 7 dpa (Supplemental Figure 3H). While there was a striking decrease in hepatocyte number after ablation, some GFP^+^ hepatocytes survived the ablation (Supplemental Figure 3B). We estimate that the proportion of hepatocytes that are derived from mCherry^+^ BECs ranges from 85% to 100% (Supplemental Figure 4E).

The presence of GFP^+^ hepatocytes at the terminal time point (Supplemental Figure 3B) suggested that these surviving hepatocytes contributed to regeneration. When comparing these hepatocyte-derived hepatocytes (HC) to biliary-derived hepatocytes (BDHC) at 7dpa, they were indistinguishable by CFP fluorescence (Supplemental Figure 3I) and cellular area (Supplemental Figure 3J). The BDHC were even more circular than the HC (Supplemental Figure 3K). These results indicate that BECs give rise to hepatocytes during regeneration from hepatocyte ablation.

### scRNA-Seq of biliary-mediated hepatocyte regeneration.

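The regeneration series had 22 sorted libraries, of which 21 came from the mCherry+ sort with 3 libraries per condition, and 1 from GFP+ cells of uninjured fish. How many independent fish stand behind each condition is not known, nor whether the libraries of a condition came from separate pools. Fish carried Tp1:CreERT2 with ubi:Switch, which turns BECs and their descendants mCherry+ after 4-OHT, and fabp10a:CFP-NTR, through which metronidazole kills hepatocytes. Median totals were 990622 UMIs per library in mock, 1206328 at 0 dpa, 3179983 at 1 dpa, 3381395 at 2 dpa, 6663929 at 3 dpa and 4165001 at 7 dpa. Median UMIs per cell ran from 435 in a mock library to 4038.5 in a 3 dpa library, so detection rises with depth from mock to 3 dpa, and 7 dpa libraries fall back to 1689 to 1980. Cells were called, clustered and named as for the atlas, in 36 clusters. Raw UMI sums per library were made for hepatocyte-like (HC) and BEC-like cells with at least 10 cells. The resulting 40 sums and 8713 genes entered a single edgeR fit. States are named by time and type, and mock.BEC is the uninjured comparison unless untreated.BEC is named. Every comparison of states has 3 libraries a side, so an exact test cannot fall below p 0.10.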

To further define the molecular signals during regeneration after hepatocyte ablation, scRNA-Seq was performed at 0, 1, 2, 3, and 7 dpa. We used flow cytometry to positively select for mCherry^+^ cells to enrich for BECs and their descendants. 

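The mCherry+ sort held many cells that are neither BECs nor hepatocytes. Lymphocyte-like cells were 1704 of 3673 called cells in uninjured fish, 988 of 2689 in mock, 817 of 2757 at 0 dpa, 60 at 1 dpa and 212 at 2 dpa. Macrophage-like cells peaked at 1161 of 2518 cells at 1 dpa. At 3 and 7 dpa these types shrank to 21 and 16 lymphocyte-like and 79 and 26 macrophage-like cells.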

After performing an initial round of clustering (Supplemental Figure 5A), clusters were isolated, corresponding to hepatocytes and BECs (Figure 3A). Because cells were isolated at known time points, we overlayed temporal information onto this plot (Figure 3B). We examined each time point in its own space (Supplemental Figure 5, B–H) and noted that, at 0–2 dpa, there were virtually no hepatocytes present. This persisted until 3 dpa, at which point a hepatocyte cluster reemerged (Supplemental Figure 5F). This cluster persisted at 7 dpa (Supplemental Figure 5G). 

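Of hepatocyte-like and BEC-like cells taken together, the hepatocyte-like share was 26.4 ± 4.08% in mock (n = 3 libraries), 10.6 ± 2.16% at 0 dpa, 2.86 ± 1.25% at 1 dpa and 5.39 ± 0.31% at 2 dpa. In uninjured mCherry+ fish it was 6.06 ± 2.66%, and in the GFP+ library 97.9% (95% exact interval 96.9 to 98.7%). Counted in cells, 24 hepatocyte-like cells remained beside 810 BEC-like ones at 1 dpa and 70 beside 1228 at 2 dpa. Against mock, each exact two-sided test reached its smallest p of 0.1. In the paper's controls hepatocytes are GFP+ and BECs mCherry+, so hepatocyte-like cells in the mock sort may lie outside the BEC lineage. Of the 168 in mock, 86 had at least 300 UMIs. The drop from mock is therefore no measure of hepatocyte loss within that lineage. Integration by CCA moved the shares most, to 47.7% at 0 dpa, 61.4% at 1 dpa and 78.6% at 2 dpa, though up to 52.2% of the cells of a condition were then in unnamed clusters. Among these was a cluster of 2728 cells with BEC as best class (score 0.411 against 0.246 for hepatocyte), which the shares leave out. Conversely, a CCA cluster of 628 cells led by apln, admb and sele was counted as hepatocyte-like. In the main setting a cluster of 541 cells led by the same genes stayed unnamed. The CCA shares may therefore include cells that are not hepatocytes. The largest cluster left unnamed in the main setting had 855 cells. Clustering on raw counts, chosen after seeing the values, gave 4.43%, 0% and 3.99%.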

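At 3 dpa the hepatocyte-like share rose to 82.7 ± 1.78%, and at 7 dpa it stood at 94.2 ± 0.867% (n = 3 libraries each). Under CCA the values were 88.1% and 86.8%, so the rise by 3 dpa was present there while the low shares before it were not. Hepatocyte-like cells at 3 dpa were also deep, with a median of 5736.5 UMIs against 286 in mock. Among the hepatocyte-like clusters, the 501-cell cluster was led by mitochondrial genes such as mt-atp6 and mt-nd1.

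**Figure D1:**
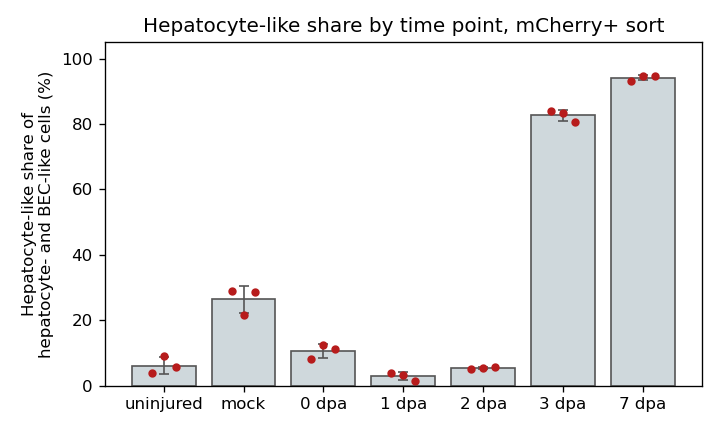
Hepatocyte-like share of hepatocyte-like and BEC-like cells in the mCherry+ sort. Bars are means, lines the SD and points the 3 libraries per condition.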

We noted, in the untreated time point, 2 separate groups of hepatocytes (Supplemental Figure 5H). A comparison between these 2 groups revealed that they were highly similar, differing mostly by a group of genes that encode for vitellogenin proteins (Supplemental Table 6 and Supplemental Figure 5, I–K).

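The genes vtg1 to vtg7 held 5.22 ± 2.16% of the UMIs of uninjured mCherry+ hepatocyte-like cells (3.80% to 7.70% by library), 3.69 ± 1.61% in mock, 0.448 ± 0.266% at 0 dpa (0.275% to 0.755%; 0.295% without 0 dpa replicate 3 and 0.267% with cells of at least 300 UMIs) and 0.0107% at 3 dpa. Their share was 4.67 ± 0.123% at 7 dpa and 7.27% in the GFP+ library. Within each uninjured mCherry+ library cells were mixed: 46.7% to 50% of hepatocyte-like cells had over 1% vitellogenin UMIs and 18.5% to 27.8% had over 10%. At 7 dpa nearly all did at the lower limit, 95.1% to 96.1%, while 1.77% to 2.47% passed the higher. Barcodes without cells also carried these transcripts, at 4.95% of UMIs at 7 dpa and 1.02% in uninjured mCherry+ libraries. The paper names males for the atlas and both sexes for experiments in general, and vitellogenin genes are expressed in females. CCA moved the uninjured share most, to 0.818%.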

We combined the cell type and time information to make a representation of cell “state” (Figure 3C). Based on the cell state clusters we identified, it appeared that the BECs present after the ablation ultimately gave rise to new BECs and hepatocytes at 3 dpa. Thus, we hypothesized that the cells at 2 dpa represent a branch point in the cellular trajectory during differentiation, with one branch leading to BECs and the other branch leading to hepatocytes. This raised the interesting question of whether all BECs participate in the regenerative process. 

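The states at 3 dpa comprised 1801 hepatocyte-like and 378 BEC-like cells. From the order of the states the paper proposes that BECs left after ablation gave rise to both types. Libraries of successive days show which cells are present in the sort, and descent itself rests on the mCherry label.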

If some BECs retain their identity, while others dedifferentiate, we would expect to find a separate cluster of BECs that maintain their transcriptional state. 

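BEC-like cells of each early time point were clustered again without anxa4, and anxa4 was summed per cluster. The highest cluster exceeded the next by 1.27-fold at 0 dpa (5588 against 4414 CPM), 1.92-fold at 1 dpa (9082 against 4743 CPM) and 1.40-fold at 2 dpa, compared with 1.03-fold in mock. The highest cluster at 1 dpa had 28 cells, 0 of them likely doublets, and was high in each of the 3 libraries (8178.1 to 10477 CPM, with the next cluster at most at 4925.7). At 2 times the resolution it was still apart (29 cells, 1.67-fold). With a library left out, its remaining 16 to 20 cells fell into larger clusters and the ratio was 1.06 to 1.102. In a test chosen after seeing the values, those cells themselves were at 8574.7 to 9822.8 CPM. That level follows from the level in each library, so it does not speak for a separate cluster. Cells without an anxa4 UMI exceeded the share drawn from a negative binomial: 26.0% against 19.7% at 0 dpa, 5.43% against 3.42% at 1 dpa and 3.34% against 0.967% at 2 dpa. Mock had the same kind of excess, 19.4% against 12.7%. From the lack of a separate cluster the paper proposes that every BEC may take part.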

We examined the expression of *anxa4* at the early stages of regeneration (Supplemental Figure 5, L–O) and did not find a separate *anxa4-*high cluster at 0, 1, or 2 dpa, suggesting that all BECs may participate in the regenerative process.

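Between successive states, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1370 genes for 0dpa.BEC against mock.BEC (358 higher, 1012 lower). It called 1943 for 1dpa.BEC against 0dpa.BEC (661, 1282), 2106 for 2dpa.BEC against 1dpa.BEC (1063, 1043) and 4670 for 3dpa.HC against 2dpa.BEC (1422, 3248). For 7dpa.HC against 3dpa.HC there were 4070 (1746, 2324) and for untreated.HC against 7dpa.HC 1209 (1027, 182). CCA gave 879, 749, 319, 1183, 1648 and 1997 genes, the largest move for the second to the fifth of these comparisons. The first moved most with only the 2 states fitted (734), and the last with the GFP+ library added (4738). The higher and lower split depends on scaling: 26.1% of the genes called at 0 dpa were higher, but 45.8% by library size. Likewise 34.0% became 54.8% at 1 dpa, 30.4% became 18.6% at 3dpa.HC and 42.9% became 13.5% at 7dpa.HC. For untreated.HC 84.9% became 11.0% with default TMM factors. The median change of all genes was -0.44, -0.29, 0.00, -0.44, -0.07 and 0.00 log2. Changes of lists and genes are given as fitted, and values relative to this median are marked so. Genes whose libraries did not overlap were 25.9%, 37.2%, 40.1%, 71.6%, 64.3% and 39.5% of those tested, where chance gives 10% at equal depth. Depth was not equal, and a low gene can be at 0 in every shallow sum, so these shares cannot be set against 10%. For untreated.HC, with 17573 to 23645 UMIs per sum, 2995 genes lay lower and 442 higher without overlap, opposite to the calls. Against mock.BEC, 2dpa.BEC had 3584 genes called (878 higher, 2706 lower), and against untreated.BEC 6189 (1664, 4525) around an all-gene median of -1.13. In untreated.HC the 3 sums hold 60 cells, and leaving out 1 library gave 557 to 1102 genes, the lowest without untreated.HC replicate 2. On simulated counts with 200 genes changed among 7290, the first comparison recovered 62.5% of them with 0.794% false calls. Largest among rising genes at 0 dpa were pprc1, at least 26.9-fold (121 UMIs against 0), and tcnbb, at least 8.22-fold (37 against 0). Largest at 2 dpa was smtnl1, at least 106-fold against 1 dpa, and at 3dpa.HC uox, at least 795-fold. From 3 to 7 dpa cdk1 fell at least 90.3-fold and vtg6 rose by 11.13 log2. Of the genes the paper lists as higher, 130 of 135 tested were called in the same direction at 0 dpa, 329 of 1002 at 1 dpa, 543 of 889 at 2 dpa and 727 of 781 for 3dpa.HC. For 7dpa.HC it was 175 of 176 and for untreated.HC 45 of 125. At 2 dpa 54 of the listed genes were called in the opposite direction. Of genes listed as lower, 88.6% were called lower at 0 dpa, 81.5% at 1 dpa, 40.8% at 2 dpa and 80.4% for 3dpa.HC. These samples produced the paper's lists, so the overlap is no independent evidence. Free hepatocyte RNA was left in all sums, and its fall after ablation may add to the lower calls at 0 dpa.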

We performed differential gene expression analysis (Supplemental Table 4), comparing each time point with the preceding time point, followed by GO analysis (Supplemental Table 5 and Supplemental Figure 5P). At 0dpa.BEC (biliary epithelial cells at 0 dpa), there was enrichment for genes involved in rRNA processing and ribosome biogenesis. This was followed at 1dpa.BEC and 2dpa.BEC by translation and peptide biosynthetic processes. 

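A list of 111 ribosome biogenesis genes had been fixed beforehand, and 104 were tested. For 0dpa.BEC against mock.BEC its median change was 1.82 log2, against -0.44 for all genes, with 98 of 104 genes higher. Of these, 63 were called higher and 1 lower. The camera test gave p 4.5e-51 and fry p 2.0e-17. The median ran from 1.49 under CCA to 2.17 with DESeq2, and from 1.76 to 1.91 with a library left out. For 1dpa.BEC against 0dpa.BEC it was -0.29, the same as for all genes (camera p 4.7e-02), and for 2dpa.BEC against 1dpa.BEC -0.23, against 0.00 for all genes (camera p 2.2e-05).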

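Ribosomal protein genes stood in for translation, with 79 of 80 tested. For 1dpa.BEC against 0dpa.BEC their median rose by 0.52 log2, against -0.29 for all genes (75 of 79 higher, 65 called; camera p 1.5e-60, fry p 1.1e-14). Scaling moved this from 0.26, with factors from genes abundant in every sum, to 0.83 by library size. For 2dpa.BEC against 1dpa.BEC the median was 0.01 (42 of 79 higher, 3 called higher and 9 lower; camera p 0.935, fry p 0.925). That sign flips to -0.09 with default TMM factors and -0.05 when only the 2 states are fitted. At 0 dpa against mock the median was -0.33, with 5 of 79 higher (camera direction down, p 1.1e-20), against -0.44 for all genes.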

Only in the 3dpa.HC cluster did we observe terms associated with hepatocyte functions, such as small-molecule metabolic process, organic acid metabolic process, and carboxylic acid metabolic process.

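Of 25 hepatocyte function genes of the paper, 23 were tested, and 23 of 23 were called higher for 3dpa.HC against 2dpa.BEC by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 23 also when adjusted over the list alone. The largest was apoa1b at 10.94 log2 (SE 0.17, adjusted p 5.4e-117), higher in all 3 libraries. Cells of 3dpa.HC were named from hepatocyte markers and those of 2dpa.BEC from biliary markers. This step therefore compares 2 cell types, and its direction follows largely from the naming. Earlier steps were mixed: 1 higher and 14 lower at 0 dpa against mock, 3 higher and 2 lower at 1 dpa, and 9 higher and 1 lower at 2 dpa. In 3dpa.BEC, 21 of 23 were also called higher than at 2 dpa, and free hepatocyte RNA was not removed from those sums. It was not removed at earlier steps either, so its loss may account for part of the lower calls at 0 dpa. In barcodes without cells vitellogenin was 2.41% of UMIs in mock and 0.391% at 0 dpa. All 7 of 7 vitellogenin genes were called lower in 0dpa.BEC than in mock.BEC.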

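All 6 markers (anxa4, lgals2b, epcam, cldn2, cdh1 and tmsb4x) were called lower than mock.BEC at 0, 1 and 2 dpa by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 each time when adjusted over the list alone. The change of anxa4 was -1.18 (SE 0.10, adjusted p 1.4e-21, all 3 libraries lower) at 0 dpa, or -0.74 relative to all genes, and scaling moved it between -1.42 and -0.84. At 0 dpa cdh1 at -0.46 and epcam at -0.45 followed the all-gene median (-0.03 and -0.02 relative to it) and lost the call under several scalings. Largest was cldn2 at 1 dpa, -3.69 (SE 0.21). For 3dpa.BEC against 2dpa.BEC 6 of 6 were higher. There anxa4 rose by 0.43 (SE 0.09, adjusted p 5.9e-05), its libraries overlapped, and library size scaling reversed it to -0.11. In CPM epcam was also lowest in 3dpa.BEC among the states of the biliary branch, at 937.2, so its rise depends on scaling too. For 7dpa.BEC 5 of 6 were higher than at 2 dpa, with anxa4 at 1.34 (SE 0.10) and tmsb4x at 0.23 not called (adjusted p 0.159). This count fell to 0 under CCA and 2 by library size, and every gene but cdh1 changed sign in some setting. Against mock, 6 of 6 in 3dpa.BEC and 4 of 6 in 7dpa.BEC were still lower. In 3dpa.HC 4 of 6 were lower than at 2 dpa, while lgals2b was higher by 0.38 (SE 0.09, adjusted p 1.0e-04) in all 3 libraries, a call lost under CCA and library size scaling.

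**Figure D2:**
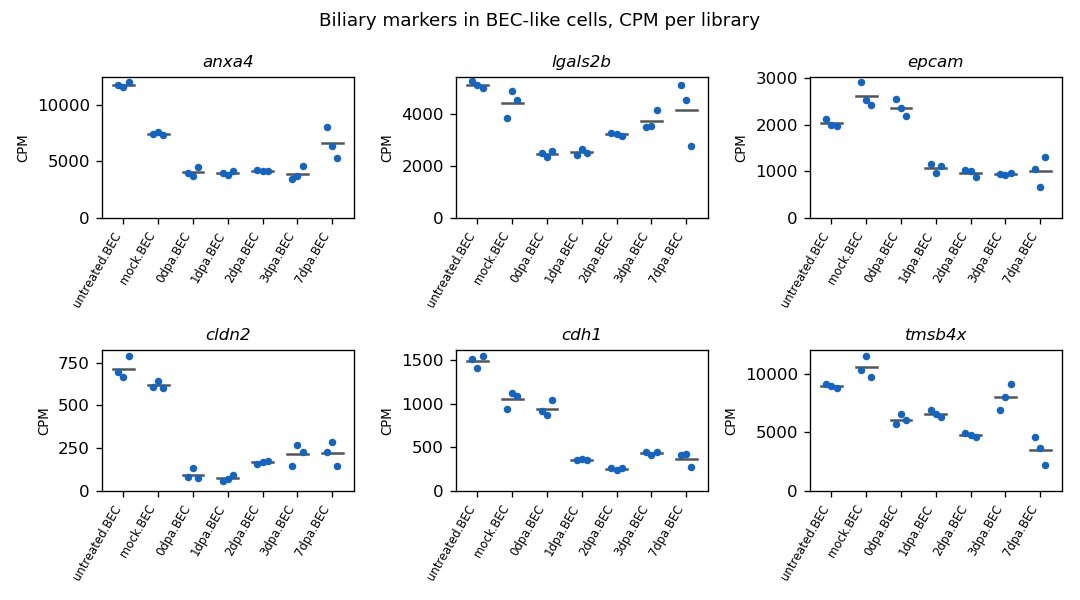
Biliary markers in BEC-like cells. Points are CPM of the 3 libraries per state and lines are means.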

Heatmaps to visualize average expression of genes associated with biliary identity in the biliary branch (Figure 3D) and the hepatocyte branch (Figure 3E) showed that biliary markers decreased initially and then returned only along the biliary branch. 

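Along the hepatocyte branch anxa4 was highest in mock.BEC at 7434.5 CPM and lowest in 7dpa.HC at 158.7 CPM. That is a change of -5.00 log2 (SE 0.11), or -3.81 relative to all genes, and -6.13 to -3.84 over the scalings. For 3dpa.HC against 2dpa.BEC it was -1.11, or -0.68 relative to all genes. Both comparisons set an HC state against a BEC state, so cell type and time are not separated.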

The gene *anxa4* decreased along the hepatocyte branch as regeneration proceeded (Figure 3E), and immunofluorescence of Anxa4 and mCherry during regeneration from hepatocyte ablation confirmed that Anxa4 protein levels decreased over time, yet it was still present at low levels at 7 dpa (Figure 3F and Supplemental Figure 6C). Given this observation, we can use either Anxa4 or mCherry to visualize BECs and their immediate descendants during regeneration. 

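All 23 tested hepatocyte function genes rose at 3dpa.HC, and from 3 to 7 dpa 19 rose further and 4 fell. Compared with mock.BEC, 22 of 23 were called higher in 7dpa.HC. For untreated.HC against 7dpa.HC 3 of 23 were called higher and 5 lower. That comparison has little power, since on simulated counts it recovered 8.07% of 200 changed genes among 6969, with 6.25% false calls. The median error of the changed genes there was -0.79 log2. Its untreated.HC sums hold 60 cells of the mCherry+ sort, while hepatocytes in the paper's controls are GFP+. All 6 biliary markers were called higher in untreated.HC than in 7dpa.HC (median 3.44 log2), so untreated.HC may not stand for uninjured hepatocytes.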

Examination of the kinetics of hepatocyte function recovery along the hepatocyte branch revealed that genes associated with hemostasis, lipid binding, oxidation reduction, amino acid metabolism, energy storage, and bile acid synthesis and transport were present at 3 dpa and later (Supplemental Figure 5Q). Expression of the *fabp10a-*driven CFP transgene and protein levels of Bhmt both returned at 3 dpa (Supplemental Figure 6, A and B). Therefore, mCherry^+^ BECs slowly lost biliary markers and ultimately produced new hepatocytes at 3 dpa.

### Clonal analysis demonstrates that BECs give rise to both BECs and hepatocytes during regeneration.

What is the source of new BECs during regeneration from hepatocyte ablation? One explanation is that they also descended from the same BECs giving rise to hepatocytes. The population of mCherry^+^ cells isolated and sequenced at 7 dpa is comprised of both BECs and hepatocytes (Figures 3C and Supplemental Figure 5G), and at 7 dpa, there are small cells that are relatively high for Anxa4 protein that are also mCherry^+^ (Supplemental Figure 6C). 

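At 7 dpa the sort held 1929 hepatocyte-like and 118 BEC-like cells. The BEC-like sums totalled 167903 UMIs, the smallest among BEC states and under the 364056 of mock, so calls for 7dpa.BEC are weaker than for other states. Vitellogenin made up 2.81% of the UMIs of these BEC-like cells, against 0.120% in uninjured ones, a sign of hepatocyte RNA in their droplets.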

An incidental observation was that when the *Tg(Tp1:CreERT2)* transgene was used in combination with *Tg(ubi:Switch)* or *Tg(ubi:Zebrabow)*, rare recombination events could occur in BECs even in the absence of 4-OHT induction, resulting in sparse labeling of individual BECs. We took advantage of this minimal reporter leakage to perform unprecedented clonal analysis in zebrafish larvae. Triple-transgenic animals (*Tg[Tp1:CreERT2]; Tg[ubi:Zebrabow]; Tg[fabp10a:CFP-NTR]*) were generated and deliberately not exposed to 4-OHT. Animals were screened by confocal microscopy at 4 dpf for those animals that had very few BECs labeled (1–4). These animals were isolated, subjected to hepatocyte ablation, allowed to recover, and imaged at 11 dpf. This approach allowed comparison of images at 4 and 11 dpf in the same animal. With high frequency, we observed that sparsely labeled BECs produced YFP^+^ colonies containing both BECs and hepatocytes (Figure 4A). Animals without labeling at 4 dpf also lacked labeling at 11 dpf with high frequency (Figure 4A), indicating that the presence of BECs as part of later colonies cannot be explained by leakiness after 4 dpf. Thus, as a population, BECs or their descendants are bipotent.

### mCherry^+^ BECs proliferate prior to hepatocyte differentiation.

The observation that mCherry^+^ BECs can produce both more BECs and hepatocytes raises 2 possible models for this process, depending on whether differentiation or proliferation happens first. In the first case, a subset of BECs transdifferentiate into hepatocytes, after which the remaining BECs and hepatocytes proliferate to regenerate the liver. In the second model, BECs are capable of proliferating as they dedifferentiate, before differentiating into new BECs and hepatocytes. To distinguish between these models, markers for proliferation (52) in the scRNA-Seq data set along both cellular branches were examined (Figure 4, B and C). 

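Of ccne2, mcm2, pcna, aurkb, mki67 and top2a, 5 were tested, as ccne2 had too few counts. Against mock.BEC, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 5 of 5 higher in 2dpa.BEC, 3dpa.HC and 3dpa.BEC, 3 of 5 (mcm2, mki67, pcna) in 1dpa.BEC and 1 of 5 (mki67) in 0dpa.BEC. In 7dpa.HC and 7dpa.BEC 0 were higher. CCA moved these counts most, to 3 at 2 dpa and 1 at 1 dpa. Mock counts were near 0, so folds are bounds. At 2 dpa mki67 had 1267 UMIs against 0 (at least 26.3-fold), mcm2 512 against 0 (10.6-fold), aurkb 344 against 0 (7.14-fold), and top2a 308 against 1 (ratio 19.2, interval 3.42 to 760). The gene pcna rose by 2.74 log2 (SE 0.34), or 3.57 relative to all genes, with 2.16 to 3.34 over the scalings. At 1 dpa mcm2 had 127 UMIs against 0 (at least 7.58-fold) and pcna rose by 1.62 (SE 0.40). The mki67 call at 1 dpa (47 UMIs against 0, at least 2.81-fold, adjusted p 0.0139) was lost without mock.BEC replicate 1 or replicate 3. At 0 dpa mki67 (14 UMIs against 0, adjusted p 0.0169) lost its call without any of the mock.BEC libraries. Levels of mcm2 (87.3 CPM), pcna (308.8 CPM), aurkb (59.0 CPM) and mki67 (217.6 CPM) were highest in 2dpa.BEC, and ccne2 (30.7 CPM) in 3dpa.HC on the hepatocyte branch. From this timing and its imaging the paper concludes that BECs proliferate before they differentiate.

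**Figure D3:**
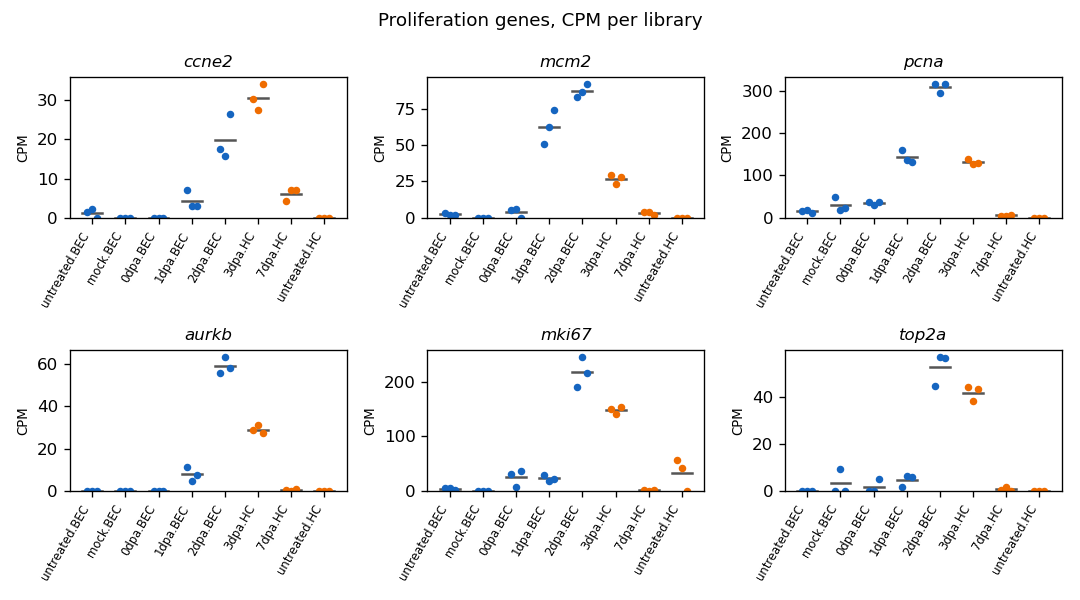
Proliferation genes along the hepatocyte branch. Points are CPM of the 3 libraries per state and lines are means.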

Highest expression of these genes was observed at 2 and 3 dpa, with some expression of the S-phase markers *mcm2* and *pcna* at 1 dpa. Immunofluorescence for the S-phase marker PCNA (Figure 4D and Supplemental Figure 7A) and BrdU incorporation in regenerating liver (Figure 5A and Supplemental Figure 7B) confirmed these observations. We also observed mitotic mCherry^+^ cells by labeling for phosphorylated histone H3 (H3P) between 2 and 4 dpa (Figure 5B and Supplemental Figure 7C). Quantification of nuclei in mCherry^+^ cells that were positive for PCNA (Figure 5C), BrdU (Figure 5D), or H3P (Figure 5E) revealed statistically significant increases in proliferation as early as 1 dpa, with proliferation having been terminated by 7 dpa. This timing, in conjunction with the observations that new hepatocytes differentiate at 3 dpa (Supplemental Figure 6, A and B), indicates that cell cycle reentry in mCherry^+^ cells precedes hepatocyte differentiation. These results indicate that BECs proliferate prior to differentiating into new BECs and hepatocytes.

Our prior observations about the proportion of hepatocytes that are mCherry^+^ between 3 dpa and 7 dpa (Supplemental Figure 4E) led us to hypothesize that mCherry^+^ hepatocytes have the same proliferative potential as GFP^+^ hepatocytes. To test this directly, we performed experiments with subtotal ablation. Treatment with 2.5 mM MTZ resulted in very little injury in most animals, although we noted that, in animals with small hepatocyte lesions, there was a local BEC response within the lesion (Supplemental Figure 8A). Treatment with 3.75 mM MTZ resulted in 7 of 13 animals with mosaic distribution of GFP^+^ and mCherry^+^ hepatocytes (Supplemental Figure 8B), and these GFP^+^ and mCherry^+^ cells had the same degree of proliferation (Supplemental Figure 8C). Finally, we performed an experiment in which animals were first subjected to a 5 mm MTZ ablation and were allowed to recover for 16 days, before being subjected to a second, 3.75 mM MTZ ablation (Supplemental Figure 9A). To our surprise, many of the animals recovering from ablation did not experience the same level of proliferation after a second injury (Supplemental Figure 9B). These results indicate that hepatocytes may need more time between injuries for their full proliferative potential.

### BECs express hepatoblast transcription factors during regeneration.

During liver development, hepatoblasts are bipotent cells that produce both BECs and hepatocytes (4). We examined the expression of several transcription factors known to be expressed in hepatoblasts and required for normal liver development, including *prox1a*, *hhex*, *hnf4a*, *gata6*, *foxa3*, and *sox9b* (53). 

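In 2dpa.BEC against mock.BEC, 0 of the 6 genes were called higher and 3 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 lower when adjusted over the list alone. At unadjusted p under 0.05 there were also 0 higher. Log2 changes were -1.65 for prox1a (SE 0.34), -1.41 for gata6 (SE 0.31, adjusted p 5.5e-05, libraries overlapping), -3.54 for sox9b (SE 0.53), -0.88 for foxa3 (adjusted p 0.0543), -0.84 for hhex (adjusted p 0.0968) and 0.33 for hnf4a (SE 0.60, adjusted p 0.683). Relative to the all-gene median of -0.83, these were -0.82, -0.57, -2.71, -0.04, 0.00 and 1.16. Without mock.BEC replicate 2 gata6 was no longer called (-0.92, adjusted p 0.0608). Against untreated.BEC 0 of 6 were called higher and 5 lower as fitted, around an all-gene median of -1.13, with 2 of 6 above that median. In CPM, 2 of 5 genes without sox9b were higher than in uninjured mCherry+ fish, within the SD. These were hhex (46.2 ± 12.7 against 44.9 ± 19.5) and hnf4a (37.2 ± 9.23 against 33.5 ± 8.50). No scaling and no library left out brought any gene to a higher call, and DESeq2 called 0 as well. Against 1dpa.BEC, hnf4a at 2.61 (SE 0.38) and prox1a at 1.09 were called higher at 2 dpa, the latter not under CCA. Depth matters for the share of cells with a UMI: BEC-like cells had medians of 554 UMIs in mock and 3743.5 at 2 dpa. Cells with a UMI went from 6.61% to 19.4% for prox1a, 4.15% to 17.3% for hhex, 1.53% to 12.9% for hnf4a, 7.73% to 24.4% for gata6 and 3.97% to 18.6% for foxa3. In macrophage-like cells at 2 dpa, with a median of 2118 UMIs, 0.358% to 1.82% of cells had one. With cells thinned to 400 UMIs, 157 mock cells were too shallow and were left out. The share was then higher for 2 of 5 genes, hnf4a (0.290% to 0.806%) and foxa3 (1.57% to 1.80%). Compared with uninjured mCherry+ fish (median 1361 UMIs) it was higher for 4 of 5 before and 0 of 5 after thinning. From these factors the paper proposes that they promote hepatocyte differentiation.

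**Figure D4:**
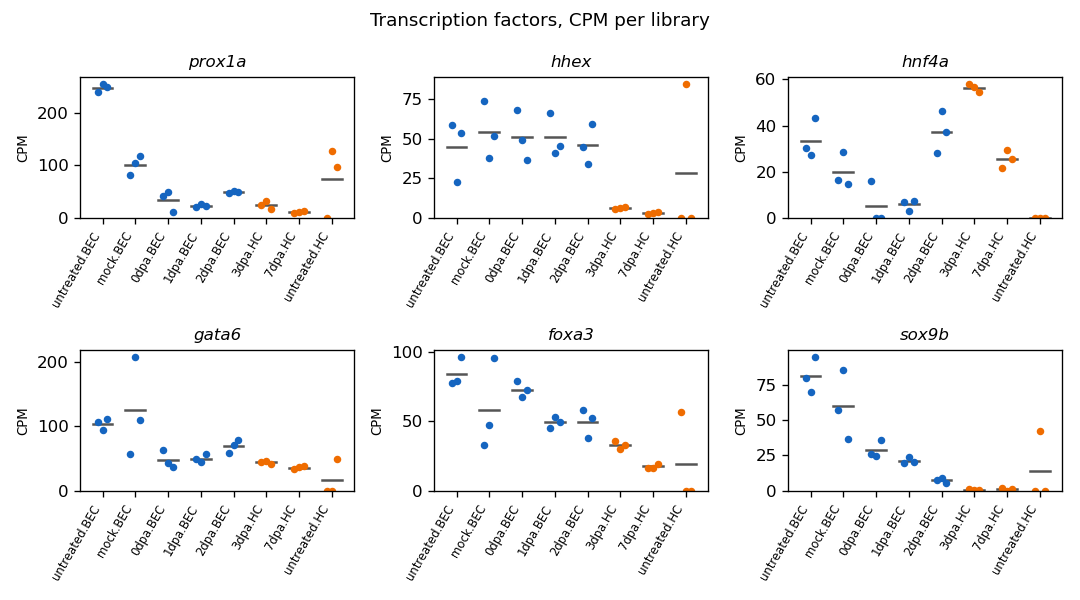
Hepatoblast transcription factors along the hepatocyte branch. Points are CPM of the 3 libraries per state and lines are means.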

All these transcription factors, with the exception of *sox9b*, were elevated in BECs at 2 dpa compared with uninjured BECs (Figure 6A). Expression of Prox1a and Hnf4a by immunofluorescence (Figure 6, B and C, and Supplemental Figure 7, D and E) revealed Prox1a baseline expression in uninjured hepatocytes and BECs. Prox1a expression was elevated between 2 and 4 dpa, a timeframe that coincides with the onset of hepatocyte differentiation. We examined the protein levels of Hnf4a in Anxa4^+^ cells and found that a nuclear Hnf4a signal was visible at 2 dpa and subsequent time points. The presence of these transcription factors in Anxa4^+^ cells at 2 dpa prior to hepatocyte differentiation suggests that they could be acting to promote hepatocyte differentiation in regeneration, as they do in development.

### Growth factor signaling is elevated during liver regeneration.

Growth factors play important roles in cell proliferation, differentiation, and survival (54). 

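The 8 ligands and binding proteins of the paper's panel (igfbp1a, hbegfa, hdgfl2, igfbp5b, igfbp2a, igf2a, vegfab and igf2b) were tested over the states of the hepatocyte branch. All 8 had an adjusted p under 0.05 in the F test, from F 9.84 for hdgfl2 to 95.4 for igfbp5b. The study chose the list on these samples, so the count is no independent evidence. At 0 dpa 2 genes were called higher than mock.BEC and 1 lower (2 lower when adjusted over the list alone). Among the former, igfbp1a rose by 2.98 log2 (SE 0.16, adjusted p 4.0e-40, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 3.41 relative to all genes, and 2.40 to 3.32 over the scalings. It stayed higher at 1 dpa (1.71) and 2 dpa (2.34). The gene vegfab fell by 1.89 (SE 0.47, adjusted p 1.4e-03) in all 3 libraries, as igfbp1a rose in all 3.

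**Figure D5:**
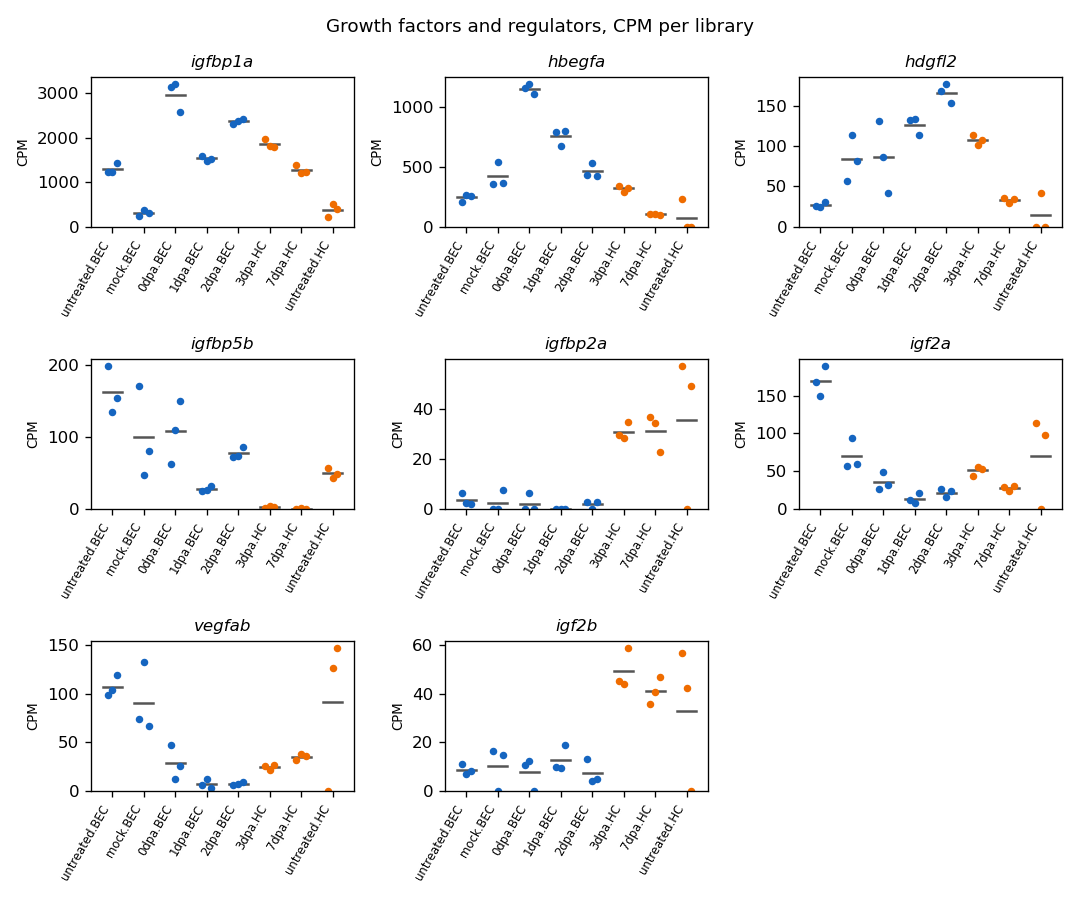
Growth factors and binding proteins along the hepatocyte branch. Points are CPM of the 3 libraries per state and lines are means.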

To identify potential growth factors regulating biliary-mediated liver regeneration after severe injury, growth factor ligands that were differentially expressed over time in the regeneration data set were identified (Figure 7A). One of the earliest ligands expressed was *hbegfa*, which has documented roles in adult neural regeneration in zebrafish (55). 

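For 0dpa.BEC against mock.BEC, hbegfa rose by 1.16 log2 (SE 0.17, adjusted p 1.3e-08, quasi-likelihood test) in all 3 libraries, or 1.59 relative to all genes. Over the scalings it ran from 0.71 to 1.50 and with a library left out from 1.07 to 1.35. Its highest level on the hepatocyte branch was in 0dpa.BEC at 1148.4 CPM. At 1 dpa the change against mock was 0.24 (adjusted p 0.268) and its sign depended on scaling (-0.32 to 0.84). By 2 dpa it was -0.47 (adjusted p 0.0196), but 0.13 by library size.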

There was an induction of *hbegfa* expression in both BECs and neutrophils (Supplemental Figure 10, A–E), indicating that both autocrine and paracrine signaling mechanisms might be utilized during regeneration. 

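Neutrophil-like cells were rare in mock, 29 cells against 267 at 0 dpa, and hbegfa had 9 UMIs there (1, 6 and 2 by library) against 44, 36 and 38. Of 425 genes tested, 39 were called for 0 dpa against mock (35 with DESeq2), and hbegfa was not among them at -0.13 log2 (SE 0.54, adjusted p 0.912, quasi-likelihood test). Mock libraries stood at 218, 593 and 294 CPM and 0 dpa libraries at 471, 378 and 379 CPM. Without mock.Neu replicate 2 the change was 0.43, and under CCA, the alternative that moved it most, 0.92. No setting called it against mock. On simulated counts the comparison of 0 dpa with mock recovered 51.8% of 140 changed genes among 406, with 6.58% false calls. Uninjured mCherry+ libraries stood at 437, 219 and 193 CPM with 9, 4 and 2 UMIs in 9, 9 and 7 cells. Against these, a comparison chosen after seeing the values, hbegfa was 0.73 log2 higher at 0 dpa (SE 0.43, adjusted p 0.216) and 0.77 at 1 dpa (SE 0.42, adjusted p 0.191), and of all settings only background-subtracted counts at 1 dpa gave a call (1.25, adjusted p 0.0498). No simulation was made for that comparison. From expression in both cell types the paper proposes autocrine and paracrine signaling.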

Hbegfa can signal through EGFR, which has multiple downstream effectors including MAPK, PI3K-Akt, and mTOR signaling (56). To determine whether these pathways were elevated during regeneration, levels of pERK (Figure 7B and Supplemental Figure 10F), pAkt (Figure 7C and Supplemental Figure 10G), and pS6 (Figure 7D and Supplemental Figure 10H) were assayed. pERK signaling was increased between 1 and 2 dpa, indicating MEK activity during this window. pAkt signal was present in uninjured BECs and remained through 2 dpa, demonstrating a time window for active PI3K signaling. Finally, elevation of pS6 signal at 2 and 3 dpa revealed high mTOR activity. Taken together, MAPK, PI3K, and mTOR signaling pathways are active at 2 dpa, consistent with a role for these pathways in regulating regeneration.

### EGFR activation and downstream PI3K and mTOR activities are required for normal liver regeneration.

To demonstrate a requirement for PI3K and mTOR signaling during normal liver regeneration, we employed a chemical inhibition strategy. To avoid accelerated degradation of chemicals, experiments with adult zebrafish were performed at room temperature (~21°C) rather than at 28°C, leading to an unexpected insight: at room temperature (Supplemental Figure 11A), regeneration proceeded in the same order but with slower kinetics. Under these conditions, the onset of major morphological changes and proliferation was at 3dpa.RT (3 dpa at room temperature), and reemergent hepatocyte gene expression occurred at 5dpa.RT. Based on this, we treated animals with inhibitors of EGFR (AG1478), MEK (U0126), PI3K (LY294002), and mTOR (rapamycin) from 0dpa.RT to 3dpa.RT. We observed both a decrease in BEC thickness and proliferation for animals treated with AG1478, LY294002, or rapamycin (Figure 8A and Supplemental Figure 13, A and B). Signaling pathway activity confirmed that the chemicals mechanistically functioned in zebrafish as expected (Supplemental Figure 12, A–C). AG1478 and U0126 both decreased levels of pERK, and AG1478 and LY294002 both decreased levels of pAkt. AG1478 and LY294002 caused a dramatic reduction in pS6, whereas rapamycin caused only a modest reduction. We repeated the experiment to determine the long-term consequences for animals exposed to these drugs during regeneration. Of the animals that were alive at 3dpa.RT, all (7 of 7) of the DMSO-treated animals survived to 19 dpa, whereas the survival rate was lower for animals subjected to AG1478 (4 of 10), LY294002 (4 of 12), and Rapamycin (2 of 10) exposure. This indicates that some of the animals with failed liver regeneration were never able to recover; those that managed to survive eventually regenerated (Supplemental Figure 14A).

Prior work in zebrafish larvae has suggested that, whereas inhibition of PI3K and mTOR blocked regeneration, inhibition of EGFR signaling might have a positive effect on regeneration (34, 57, 58). To confirm this, we performed drug experiments in zebrafish larvae (Supplemental Figure 13, C and D) and found our results in agreement with existing larval data, indicating that larval and adults may take advantage of different molecular mechanisms.

We performed the same chemical treatments with a later window from 2dpa.RT to 6dpa.RT to examine hepatocyte differentiation and proliferation (Supplemental Figure 15, A and B). Despite the mCherry^+^ cells still appearing to form a network, levels of proliferation or hepatocyte differentiation were not different between controls and drug-treated animals (Supplemental Figure 15, C–F), indicating that requirement for these signaling pathways occurs earlier during the regenerative process. These observations reveal that EGFR signaling through PI3K and mTOR, but not MAPK, is required for normal biliary-mediated regeneration following massive hepatocyte ablation.

## Discussion

In this study, we used scRNA-Seq combined with precise phenotyping to elucidate the molecular and cellular mechanisms underpinning liver regeneration in adult zebrafish. Our foundational characterization of uninjured zebrafish liver indicated morphological and transcriptional homology to mammalian models (Figure 8B), further motivating the use of this model for the study of liver regeneration. Lineage tracing of multiple injury models indicated that BECs change their fate and become hepatocytes only after massive hepatocyte ablation. Meticulous characterization of morphology, proliferation, and gene expression during this process indicates that BECs can act as facultative liver stem cells in an EGFR-PI3K-mTOR–dependent fashion (Figure 8C).

Our work establishes a cell type atlas for the adult zebrafish liver, containing all major cell types present in mammalian livers. This represents a definitive resource for zebrafish and liver research and is consistent with recent findings (59). It includes the first description, to our knowledge, of a portal fibroblast population in adult zebrafish liver, underscoring the advantage of an unbiased scRNA-Seq approach. Future studies can use zebrafish to study portal fibroblasts in their possible role in mediating biliary fibrosis (39). In mammals, hepatocytes are organized in hexagonal lobules, with a central vein at the center of each lobule and the portal veins, hepatic arteries, and bile ducts at each vertex. Hepatocyte functions tend to vary along this central-portal axis — a property termed zonation (60). Periportal hepatocytes are involved with the secretion of plasma proteins and clotting factors, whereas pericentral hepatocytes tend to carry out functions associated with detoxification, bile acid synthesis, and amino acid metabolism (61). Topologically, zebrafish also have portal and central veins, but their livers do not appear to have a lobular structure (25, 62). We describe 2 major groups of specialized hepatocytes, called Hep.1 and Hep.2, associated with different functions. Hep.1 hepatocytes were associated with GO terms such as peptide biosynthetic process, drug metabolic process, protein activation cascade, triglyceride homeostasis, and regulation of body fluid levels, similar to mammalian periportal hepatocytes. Hep.2 hepatocytes were associated with cellular amino acid metabolic process and fatty acid metabolic process, comparable with pericentral hepatocytes. Spatial analysis of gene expression revealed uniform expression of hepatocyte gene expression across the central-portal axis, in agreement with a previous report (62). Despite the architectural differences, the conservation between zebrafish and mammals makes the zebrafish an excellent model to study liver biology.

Liver regeneration has been studied for almost 100 years (63) using different model systems and modes of injury. The liver can regenerate via 1 of 2 modes: hepatocyte duplication or hepatocyte replacement from liver progenitor cells (LPCs). Importantly, although there is now significant evidence that the mode of liver regeneration is dependent upon the extent and type of injury (17), no definitive studies have been performed comparing single-injury models and following up with both detailed time-resolution and fate mapping. In mammalian models, new hepatocytes are generated from LPCs only when the injury is severe and additionally hepatocyte proliferation is compromised. These observations suggest the existence of an unknown molecular mechanism for sensing when hepatocyte regeneration has failed, triggering utilization of an alternate cellular source. Importantly, the precise identity of LPCs and whether LPCs are present in the uninjured liver remain controversial (64–69). The phenomenon of LPC-mediated regeneration was first observed in rats, where the process was termed ductular reaction, and the cells that ultimately give rise to hepatocytes were called oval cells (70). These putative LPCs are located in the canals of Hering, an anatomical structure that corresponds to the interface between hepatocyte canaliculi and bile ducts. The BECs in zebrafish are composed of 2 types, (a) intrahepatic BECs with intracellular lumens that form attachments with hepatocytes directly (71) and (b) extrahepatic BECs arranged into ducts that drain bile out of the liver. Given that intrahepatic BECs serve the same role and anatomical position as cells in the Canals of Hering, intrahepatic BECs may be the zebrafish equivalent of oval cells in rats. In addition to oval cells, LPCs have been given many different names, including hepatic progenitor cells (72), hepatic stem cells (73), hepatoblast-like cells (74), bipotential progenitor cells (58), and liver stem cells (75), highlighting the lack of definitive insight in the field. LPCs are defined primarily by their potential to generate both hepatocytes and BECs, rather than by their ability to proliferate (another important property of stem cells). Additionally, LPCs are sometimes defined by their blended transcriptional signature, in that they coexpress markers typically understood as distinctive markers of either hepatocytes or BECs. Here, we directly compared multiple-injury models in adult zebrafish using the same lineage-tracing tools and found that BECs contributed to regeneration only after extreme injury. Morphological and transcriptional observations of this process were made with unprecedented temporal resolution to identify the emergence of LPCs in adult liver regeneration. Zebrafish LPCs were capable of both self-renewal and differentiation into both hepatocytes and BECs, and they expressed transcription factors associated with hepatoblast identity. Thus, zebrafish LPCs have the capacity to act as facultative stem cells during regeneration following hepatocyte ablation.

Our observations after pharmacological inhibition of EGFR, PI3K, or mTOR signaling have prompted a proposed molecular mechanism for biliary-mediated hepatocyte regeneration. After hepatocyte ablation, BECs express *hbegfa* and signal to each other through EGFR in an autocrine fashion. This signal is transduced through the PI3K and mTOR pathways, promoting both proliferation in LPCs and changes in cell fate. In mammals, HBEGF is induced during multiple models of liver injury (76, 77), its loss negatively impacts regeneration (78), and it acts as a potent mitogen if exogenously introduced during regeneration (77, 79, 80). EGFR, PI3K, and mTOR have all been implicated in the proliferation of LPCs (81–84). Interestingly, our data on adult regeneration are consistent with data from larvae regarding the effect of PI3K (57) or mTOR (58) inhibition on biliary-mediated regeneration, but they are not consistent with data from larvae regarding the effect of EGFR inhibition (34). This observation indicates that larval and adult zebrafish employ different mechanisms during regeneration, and it further highlights the importance of performing regeneration experiments in adult animals.

The fact that EGFR signaling plays a role in regulating LPC proliferation is consistent with its history as a potent mitogenic pathway (85). What is more unusual, however, is that EGFR signaling was required for the dedifferentiation of BECs into LPCs. There are documented cases of EGFR signaling regulating dedifferentiation during regeneration from injury in the retina (55), heart (86), and kidney (87). In addition, mTOR signaling was found to be required both for dedicated quiescent stem cells to reenter the cell cycle (88) and for the creation of facultative stem cells during regeneration (89). Taken together with previous studies, our data indicate a significant role for EGFR and mTOR signaling in regulating facultative stem cell behavior. A currently unmet clinical need is the lack of cellular replacement therapy for patients with chronic liver disease and chronic liver failure, where the only available option is liver transplantation. Despite a severe reduction in the number of functional hepatocytes, hepatocyte proliferation is impaired. Targeted activation of EGFR and mTOR in BECs to convert this cell population to hepatocytes could represent a therapeutic avenue to treat these patients with advanced liver disease.

## Methods

A list of key reagents used in this study is included in Supplemental Table 8.

### Zebrafish.

Adult zebrafish (WT strains, Tübigen/TU and Tüpfel long fin/TL) and larva were raised at 28.5°C. Adult zebrafish were fasted for 24 hours prior to the start of any experiment. The following transgenic zebrafish lines were utilized: *Tg(-2.8fabp10a:EGFP)* (90), *Tg(-3.5ubb:LOXP-EGFP-LOXP-mCherry)* (referred to as *Tg[ubi:Switch]*) (50), *Tg(EPV.Tp1-Mmu.Hbb:Cre-ERT2*,*cryaa:mCherry)* (referred to as *Tg[Tp1:CreERT2]*) (91), *Tg(fabp10a:CFP-NTR)* (26), *Tg(kdrl:DsRed2)* (92), *Tg(mpeg1:EGFP)* (40), *Tg(ubb:LOX2272-LOXP-Tomato-LOX2272-Cerulean-LOXP-YFP)* (referred to as *Tg[ubi:Zebrabow]*) (93), and *TgBAC(hand2:EGFP)* (94). All adult experiments were performed on zebrafish between 6 months and 18 months of age. Unless otherwise noted, both male and female zebrafish were used for experiments.

### Surgery and dissection.

PHX was performed as previously described (25). Briefly, anesthetized zebrafish were placed ventral side up in the groove of a sponge. An abdominal incision was made using spring-loaded scissors. Forceps were used to separate the ventral lobe from the intestine. The ventral lobe was peeled away from the intestine and severed. Animals were allowed to recover for 7 days before their viscera were dissected and fixed. Dissection was performed by making an incision in the ventral body wall. The connections between the intestine and both the esophagus and anus were severed. The visceral organs were removed. For experiments that only utilized liver tissue, the liver was carefully peeled away from the rest of the visceral organs.

### BrdU injections.

BrdU (Cayman Chemical Company, 15580) was dissolved in Cortland’s Salt Solution at a concentration of 5 mg/mL. A glass Hamilton syringe was loaded with 10 μL of BrdU solution. Anesthetized zebrafish were placed ventral side up in the groove of a sponge. The syringe was used to inject the BrdU solution into the abdominal cavity. Animals were allowed to recover for 4 hours before their viscera were dissected and fixed.

### Chemical treatments.

MTZ (MilliporeSigma, M3761-25G) was dissolved in system water at a concentration of 5 mM and 0.5% DMSO. Adult zebrafish were exposed to MTZ for 16 hours at ambient temperature in the dark. APAP (MilliporeSigma, A7085-100G) was dissolved in system water at a concentration of 15 mM. EtOH (MilliporeSigma, EX0276-3) was dissolved in system water at a concentration of 1%. Adult zebrafish were exposed to APAP or EtOH for 24 hours at ambient temperature in the dark. Stock solutions for AG1478 (Selleck Chemicals, S2728), U0126 (Cayman Chemical Company, 70970), LY290002 (Selleck Chemicals, S1105), and Rapamycin (Selleck Chemicals, AY-22989) were made by dissolution in DMSO at a concentration of 10 μM, 20 μM, 10 μM, and 10 μM, respectively. These chemicals were diluted 1:1,000 in system water to make a working solution. Adult zebrafish were immersed in the working solution. Working solution was changed daily. 4-OHT (Hello Bio, HB2508) was dissolved in DMSO at a concentration of 10 mM, vortexed continuously for 15 minutes, and stored at –20°C. Prior to use, an aliquot of 4-OHT was incubated at 65°C for 10 minutes. Triple-transgenic larvae were exposed to 4-OHT between 2 and 3 days after fertilization to induce recombination.

### Tissue dissociation.

Isolated liver tissue was spaced in a microcentrifuge tube with 1 mL of PBS and 10 μL of Liberase stock solution (MilliporeSigma, 5401119001). Liberase stock solution was made by dissolution in water at a concentration of 2.5 mg/mL. The sample was incubated for 30 minutes at 37°C, with shaking at 600 rpm. The sample was pipetted repeatedly into a single-cell suspension. Cells were passed through a 40 μm mesh into a 5 mL polypropylene tube. A total of 3 mL of PBS was added to stop the dissociation. Samples were centrifuged at 300*g* for 5 minutes at 4°C. Supernatant was discarded. Sample was resuspended in 650 μL of PBS. A total of 150 μL of cell suspension was removed for control tubes, leaving 500 mL in the sample tube. Hoechst (Thermo Fisher Scientific, H3570) was added to the sample tube at a dilution of 1:1,000 and incubated for 45 minutes in the dark at ambient temperature. For experiments on WT zebrafish, Propidium Iodide (Thermo Fisher Scientific, P4170) was added to the sample tube at a dilution of 1:100 and incubated for 5 minutes in the dark at ambient temperature. For experiments on transgenic zebrafish, TOPRO-3 (Thermo Fisher Scientific, T3605) was added to the sample tube at a dilution of 1:10,000 and incubated for 5 minutes in the dark at ambient temperature.

### FACS.

Single-cell suspensions were sorted on a BD Aria Sorter with 85 µm nozzle and 35 psi pressure. For experiments on WT zebrafish, cells were collected that were Hoechst^+^ and Propidium Iodide^–^. For experiments on WT zebrafish, cells were collected that were Hoechst^+^ and TOPRO-3^–^, and also positive for either GFP or mCherry.

### scRNA-Seq library preparation and sequencing.

We performed Drop-Seq, as described (29). Briefly, cells were diluted to 160 cells/μL. Cell, beads, and oil were combined through a microfluidic channel to generate droplets. Droplets were broken, and beads were collected and washed. Beads were subjected to reverse transcription with Maxima H Minus Reverse Transcriptase. cDNA was amplified with KAPA HiFi HotStart ReadyMix. Amplified cDNA was made into libraries using the Nextera XT DNA Library Preparation Kit, with the goal of capturing 1,000 cells per library. Libraries were sequenced on an Illumina NextSeq 500 using the Single-End 75 bp kit with the following parameters: Read 1: 20 bp, Read 2: 50 bp, Read 1 Index: 8 bp, Custom Read 1 primer, 5′ - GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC - 3′.

### scRNA-Seq data preprocessing.

Fastq files were processed as described (29) using the 2.4.0 version of the Drop-Seq tools, mapping the reads to GRCz11 with the default parameters. For the DigitalExpression command, we set NUM_CORE_BARCODES = 5000. We used STAR version 2.5.3 and fastqc version 0.11.2. For each library, the barcodes were ranked in descending order by UMI counts. We generated a cumulative read fraction plot and calculated the slope at each point. The average slope was calculated. Each barcode below this average slope was classified as background, and each barcode above this slope was classified as a cell. For each gene, the distribution across all of the background barcodes was calculated, and the UMI count associated with 95% of the distribution was recorded. For each gene and each barcode, this UMI count was subtracted from the gene expression matrix, and any negative values were brought to zero. A new gene expression matrix was generated containing only the barcodes associated with cells for the background-subtracted data.

### scRNA-Seq data analysis.

Gene expression matrices were imported into Seurat version 4.0.3 with the parameters min.cells = 0, min.features = 0. Libraries were each imported into their own Seurat object, and they were then integrated using canonical correlation analysis. Gene expression data were normalized and scaled. Variable features were detected using the default parameters. Dimensionality reduction was performed using PCA and UMAP (no. of dimensions = 30). After an initial round of clustering, cells with no identifiable markers were removed. Variable feature detection, PCA, UMAP, and clustering were performed again. Clusters that were not different based on marker gene expression were merged. Cell type clusters were identified by the use of at least 3 markers per cluster. Differential gene expression was performed by calling FindAllMarkers (only.pos = T). GO enrichment analysis was performed using GOrilla (95) by comparing a list of differentially expressed genes against a background list of genes. We noted that 2 clusters corresponding to the major cell types in the pancreas were present in the data: acinar cells (*prss1*, *ela2l*, *cpa5*; ref. 96) and islet cells (*ins*, *gcga*, *sst1.1*; ref. 97) (Figure 1, A and B). These cells represent pancreatic contamination and are likely not present in the liver. Interestingly, one of the clusters expressed a number of neurotransmitter receptors (*gabbr1b*, *gabra5*, *grin2da*; ref. 98), suggesting that this cluster may represent a neuronal population (Figure 1, A and B). Glutamatergic enteric neurons have been identified in the intestine (99), so this population may be from intestinal contamination. These clusters were removed for downstream analyses. A similar analysis pipeline was used on the publicly available human and mouse data sets. Human data used in this paper are available under the accession nos. GSE124395, GSE115469, and GSE136103. Mouse data are available under the accession nos. GSE108097, GSE109774, and GSE132662. All graphs in this paper were generated using ggplot2 version 3.3.5. The genes appearing in figures are listed in Supplemental Table 7. Number of cells in each data set are reported in Supplemental Table 9. scRNA-Seq data generated in this paper are available from NCBI under the accession no. GSE217839.

### Rhodamine tyramide synthesis.

We dissolved 25 mg of NHS-rhodamine (5/6-carboxy-tetramethyl-rhodamine succinimidyl ester) in 2.5 mL of DMF and dissolved tyramine in 72 mM trimethylamine in DMF at a final concentration of 10 mg/mL. We added 744 μL of tyramine solution to the NHS-rhodamine solution and allowed the reaction to proceed in the dark for 2 hours. We stopped the reaction by adding 3.0 mL of EtOH, and we aliquoted and stored rhodamine tyramide at –80°C.

### Riboprobe synthesis.

For each gene of interest, a 1.5 kb region of cDNA including the ORF was cloned into pCR4-TOPO TA vector. PCR was used to amplify the cDNA region, and we added a T7 promoter to the 3′ end of the insert. T7 polymerase was used in an in vitro transcription reaction using a DIG RNA labeling mix to generate an antisense RNA probe (riboprobe).

### Immunostaining and FISH.

Zebrafish viscera were fixed by shaking in 4% paraformaldehyde in PBS for 24 hours at 4°C. Tissue was transitioned into 100% methanol and stored at –20°C for at least 24 hours. Tissue was then transitioned back to PBS, followed by 25% sucrose in PBS for 24 hours, 35% sucrose in PBS for 24 hours, and embedding in OCT and storage at –80°C. Blocks were sectioned on a Leica Cryostat CM3050 S. Slides were allowed to equilibrate for 20 minutes at ambient temperature. A hydrophobic barrier was drawn around the tissue. For immunostaining, samples were washed 4 times for 20 minutes in PBS+0.3% Tween-20. Samples were treated with Image-iT FX Signal Enhancer for 30 minutes, followed by blocking in 1% BSA and 5% normal goat serum for 1 hour. Samples were incubated in primary antibody overnight at 4°C. The next day, samples were washed in PBS+0.3% Tween-20 six times for 20 minutes each; they were then blocked again for an hour and incubated in secondary antibody overnight at 4°C. The next day, samples were washed in PBS+0.3% Tween-20 three times for 20 minutes each, incubated in a 1:5,000 DAPI solution for 1 hour, washed in PBS+0.3% Tween-20 three times for 10 minutes each, and mounted with Prolong Diamond Antifade Mountant (Thermo Fisher Scientific, P36961). For FISH, slides were thawed at room temperature for 20 minutes and a Secure Seal hybridization chamber was placed over the tissue. Samples were postfixed in 4% paraformaldehyde for 10 minutes, washed twice in PBS+0.3% Tween-20 for 5 minutes each, and treated with 20 ng/mL Proteinase K (Invitrogen, 25530-015). Enzymatic permeabilization was stopped by 15 minutes in 4% paraformaldehyde, followed by 4 washes PBS+0.3% Tween-20 for 5 minutes each. Samples were transitioned into prehybridization solution (PHYB) (50% deionized formamide, 5***×*** Saline-Sodium Citrate (SSC), 0.5 mg/mL yeast torula RNA, and 1% Tween-20) and incubated for 2 hours at 55°C. Subsequently, riboprobes were diluted in hybridization solution (HYB5D) (50% deionized formamide, 5***×*** SSC, 0.5 mg/mL yeast torula RNA, 0.1% Tween-20, 50 μg/mL heparin, and 5% dextran sulfate) at a concentration of 2 ng/μL, incubated for 5 minutes at 72°C, and added to slides. Riboprobes were hybridized for 16 hours at 55°C. The next day, samples were washed twice for 30 minutes at 55°C in each of the following solutions: PHYB, a 1:1 mixture of PHYB and 2× SSC 0.1% Tween-20, 2× SSC 0.1% Tween-20, and 0.2× SSC 0.1% Tween-20. After cooling to room temperature, samples were washed twice in PBS+0.3% Tween-20 for 10 minutes each and blocked in 20% lamb serum and 2% BMB (Blocking Reagent, MilliporeSigma) for 1 hour. Anti–DIG-POD was added at a concentration of 1:500, and samples were incubated overnight at 4°C. The next day, samples were washed 7 times for 10 minutes each in PBS+0.3% Tween-20 and were then incubated in TSA Buffer (2M NaCl, 100 mM Boric acid) for 10 minutes. Tyramide signal amplification was performed by adding Tyramide working solution (1:1,000 rhodamine tyramide, 0.003% H_2_O_2_, 20 μg/mL 4-iodophenylboronic acid) to samples for 30 minutes. Samples were washed in PBS + 0.3% Tween-20 three times for 20 minutes each, incubated in a 1:5,000 DAPI solution for 1 hour, washed in PBS + 0.3% Tween-20 three times for 10 minutes each, and mounted with Prolong Diamond Antifade Mountant. Slides were incubated for 24 hours in the dark at ambient temperature, and they were subsequently stored at 4°C. Anti-GFP (Aves Labs, GFP-1020) and anti-DsRed (Takara Bio, 632496) were used at 1:500. All other primary antibodies were used at 1:100. All secondary antibodies were used at 1:200.

### Imaging.

Microscopy was performed using an inverted Ti2 (Nikon) microscope equipped with a Yokogawa CSUW1 spinning disc confocal unit, a CFI Apo LWD Lambda S 40XC WI (1.15 NA) objective lens (Nikon), and a Zyla 4.2 PLUS sCMOS camera (ANDOR). When imaging multiple time points for the same set of antibodies, laser strength, gain settings, and exposure time were kept constant.

### Quantitative image analysis.

The nd2 files generated by microscopy were processed with a custom script in FIJI (100) to perform Z-projection and set channel colors. A second script was used to generate representative image panels for figures. Quantification of percentage of nuclei positive for either PCNA, BrdU, or H3P was performed in Imaris. Imaris was also used to estimate mean filament diameter as a proxy for biliary thickness. For analysis of dissociated cell images, the R package EBImage version 4.36.0 was used. The GFP and mCherry channels were used to create a cellular mask, and the DAPI channel was used to create a nuclear mask. The centroids of all cells that had exactly 1 nucleus were identified, and a small image of each cell was saved into a new file in grid format. For each grid file, the cellular and nuclear masks were used to make both morphological and fluorescence measurements for each cell. For each data point, another script could export the image associated with that cell.

### Statistics.

To aid in deciding whether a gene was differentially expressed in one cell population relative to another, FindAllMarkers was used for the Wilcoxon Rank Sum test. A gene was considered differentially expressed if it had a *P*_adj_ < 0.05. For comparing means between 2 samples, the Wilcoxon Rank Sum test was also used. Two means were considered statistically significantly different with a *P* < 0.05. For GO analysis, only GO terms with a *P* < 0.001 were returned.

### Study approval.

Zebrafish (WT strains, Tübigen/TU and Tüpfel long fin/TL) were maintained according to IACUC (IACUC-BIDMC #506-2015) protocols.

## Author contributions

IMO and WG secured funding for the project. IMO and WG conceived the project and designed the experiments. IMO generated, analyzed, and validated the data. IMO and WG wrote and revised the manuscript.

## Supplementary Material

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supplemental data

## Figures and Tables

**Figure 1:**
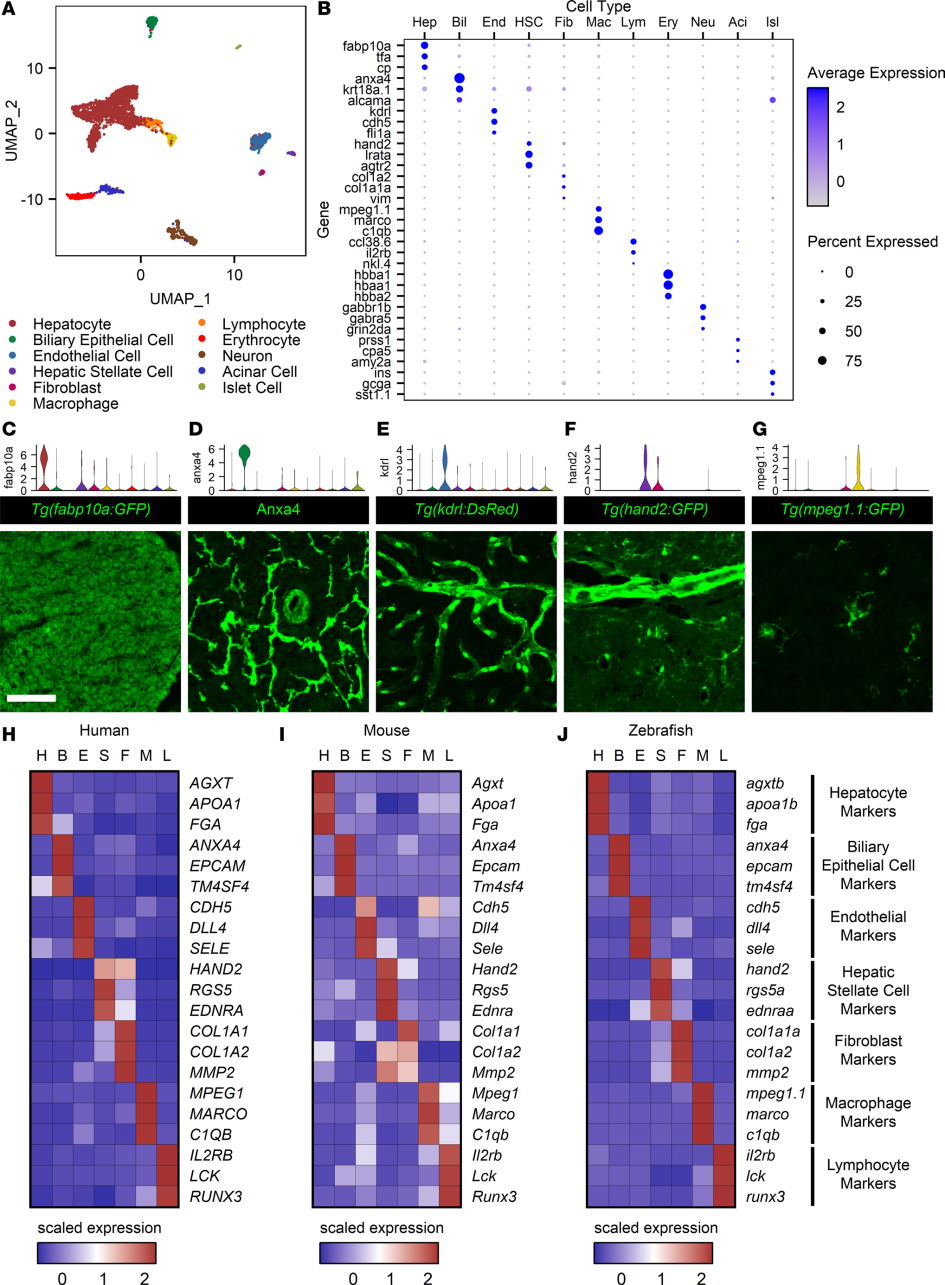
A single-cell atlas for the zebrafish liver. (**A**) UMAP plot showing 11 cell type clusters identified. (**B**) Dot plot for the 3 key markers used in cluster identification for each cell type cluster. Gene expression is represented by log-transformed normalized UMI counts, and the average expression is the mean of expression values for all cells in a given cluster. The color key from gray to blue indicates low to high expression levels, respectively. The size key indicates the fraction of cells in an individual cluster expressing a specific gene. (**C**–**G**) Paired violin plots and immunofluorescence (green) for *fabp10a* (**C**), *anxa4* (**D**), *kdrl* (**E**), *hand2* (**F**), and *mpeg1.1* (**G**). Scale bars: 50 μm. (**H**–**J**) Heatmaps displaying scaled expression for human (**H**), mouse (**I**), and zebrafish (**J**) orthologous genes. H, hepatocyte; B, biliary epithelial cell; E, endothelial cell; S, hepatic stellate cell; F, fibroblast; M, macrophage; and L, lymphocyte. Scaled expression values represent average expression values normalized to the minimum and maximum values in each row. The color key from blue to red indicates low to high scaled expression levels, respectively. Cell type markers are conserved across species.

**Figure 2:**
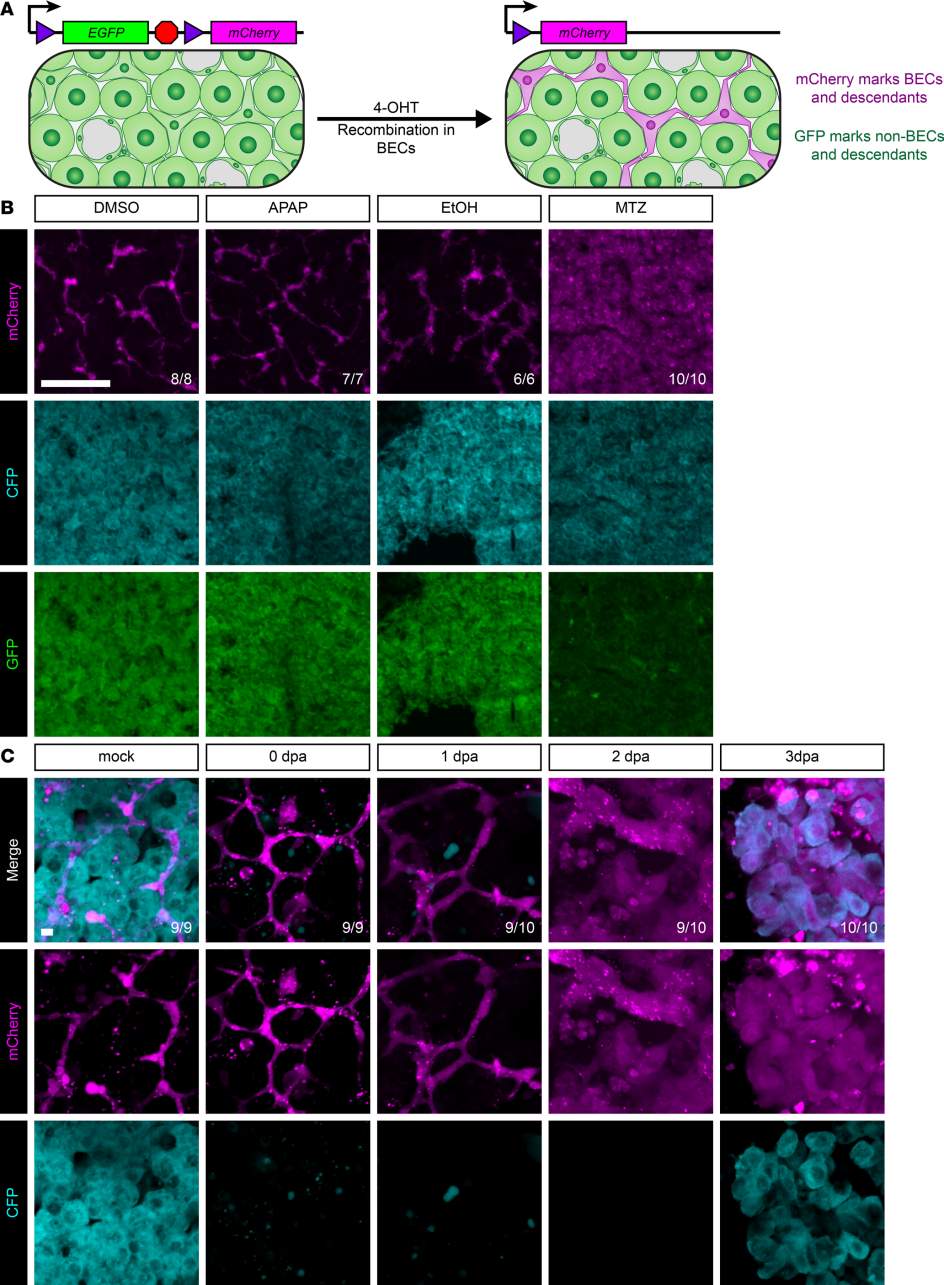
BECs give rise to hepatocytes only after hepatocyte ablation. (**A**) Schematic of recombination in triple-transgenic animals. Prior to 4-OHT administration, all cells in the liver are GFP^+^. After 4-OHT treatment, biliary epithelial cells are mCherry^+^. Because these transgenes are integrated into the genome, all descendants of mCherry^+^ cells will also be mCherry^+^. (**B**) Immunofluorescence showing mCherry (magenta, marking biliary and biliary-derived cells), GFP (green, marking hepatocyte-derived cells), and CFP (cyan, hepatocyte identity) signal in the adult liver for animals regenerating from various insults. DMSO, vehicle control (*n* = 8); APAP, acetaminophen (*n* = 7); EtOH, ethanol (*n* = 6); and MTZ, metronidazole (*n* = 10). Only after MTZ massive hepatocyte ablation do hepatocytes appear mCherry^+^, indicating biliary origin. Number of animals resembling the representative image are in white in the lower right corner of each image. Scale bars: 50 μm. (**C**) Live imaging time course of vibratome sections showing mCherry (magenta) and CFP (cyan) signal for adult livers regenerating after MTZ-induced hepatocyte ablation. Time points include mock (*n* = 9), 0 dpa (*n* = 9), 1 dpa (*n* = 10), 2 dpa (*n* = 10), and 3 dpa (*n* = 10). This demonstrates clear morphological changes in cells of biliary origin starting at 1 dpa and demonstrates that hepatocytes emerge within the mCherry^+^ lineage at 3 dpa. Number of animals resembling the representative image are in white in the lower right corner of each image. Scale bars: 5 μm.

**Figure 3:**
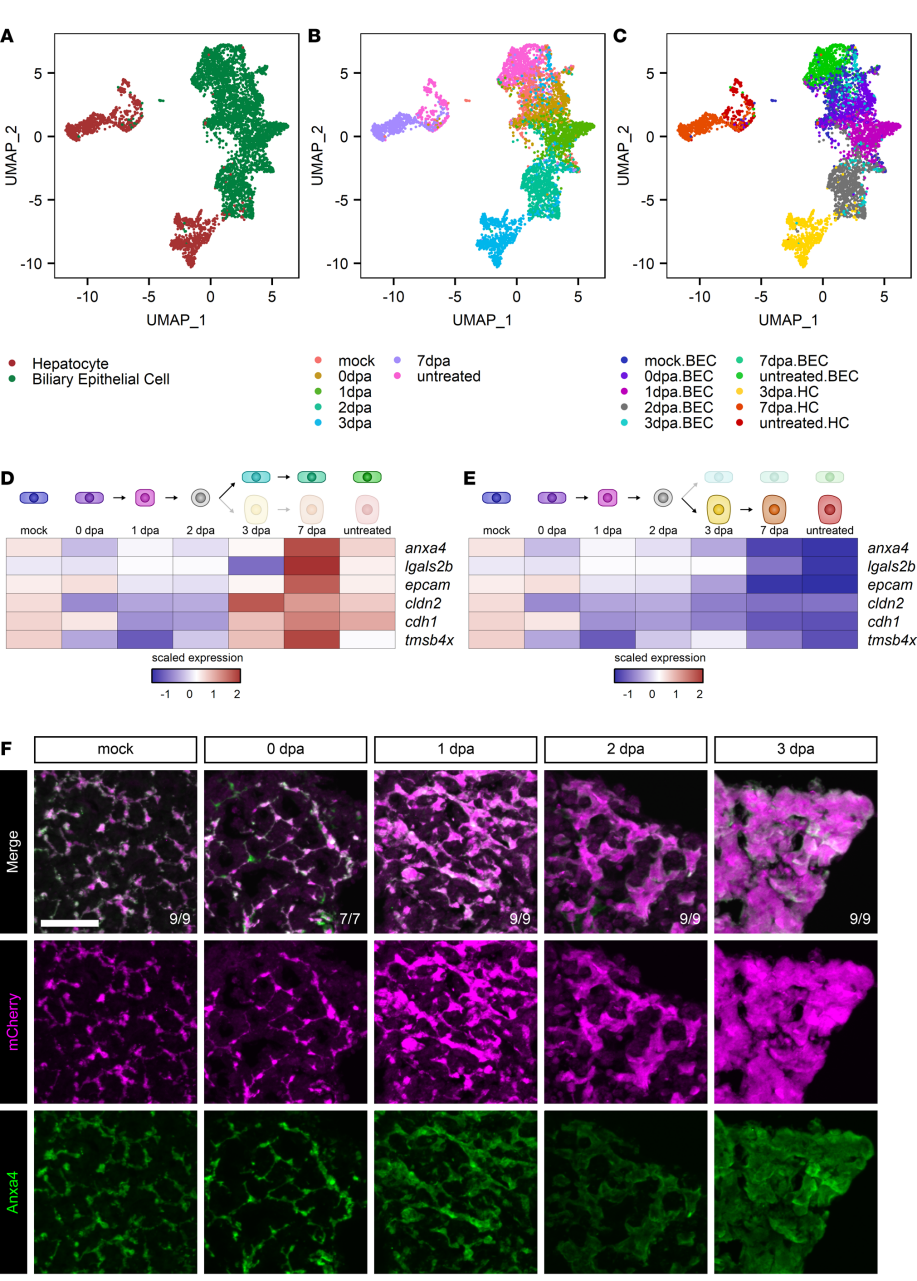
Single-cell sequencing of biliary-mediated regeneration. (**A**–**C**) UMAP plots of hepatocytes and BECs during regeneration from hepatocyte ablation. Cells are colored by cell type (**A**), time point (**B**), and cell state (**C**). (**D** and **E**) Heatmaps of the average expression in selected cell states for each gene. The scaled expression values are average expression values that have been normalized to the minimum and maximum values in each row. The color key from blue to red indicates low to high scaled expression levels, respectively. Data are shown for the biliary branch (**D**) and hepatocyte branch (**E**). Biliary markers initially decrease and then only return along the biliary branch. (**F**) Immunofluorescence showing mCherry (magenta) and Anxa4 (green) signal as markers for BEC origin and BEC identity, respectively, in adult livers in animals regenerating from hepatocyte ablation. Time points shown are mock (*n* = 9), 0 dpa (*n* = 7), 1 dpa (*n* = 9), 2 dpa (*n* = 9), and 3 dpa (*n* = 9). Number of animals resembling the representative image are in white in the lower right corner of each image. Scale bars: 50 μm.

**Figure 4:**
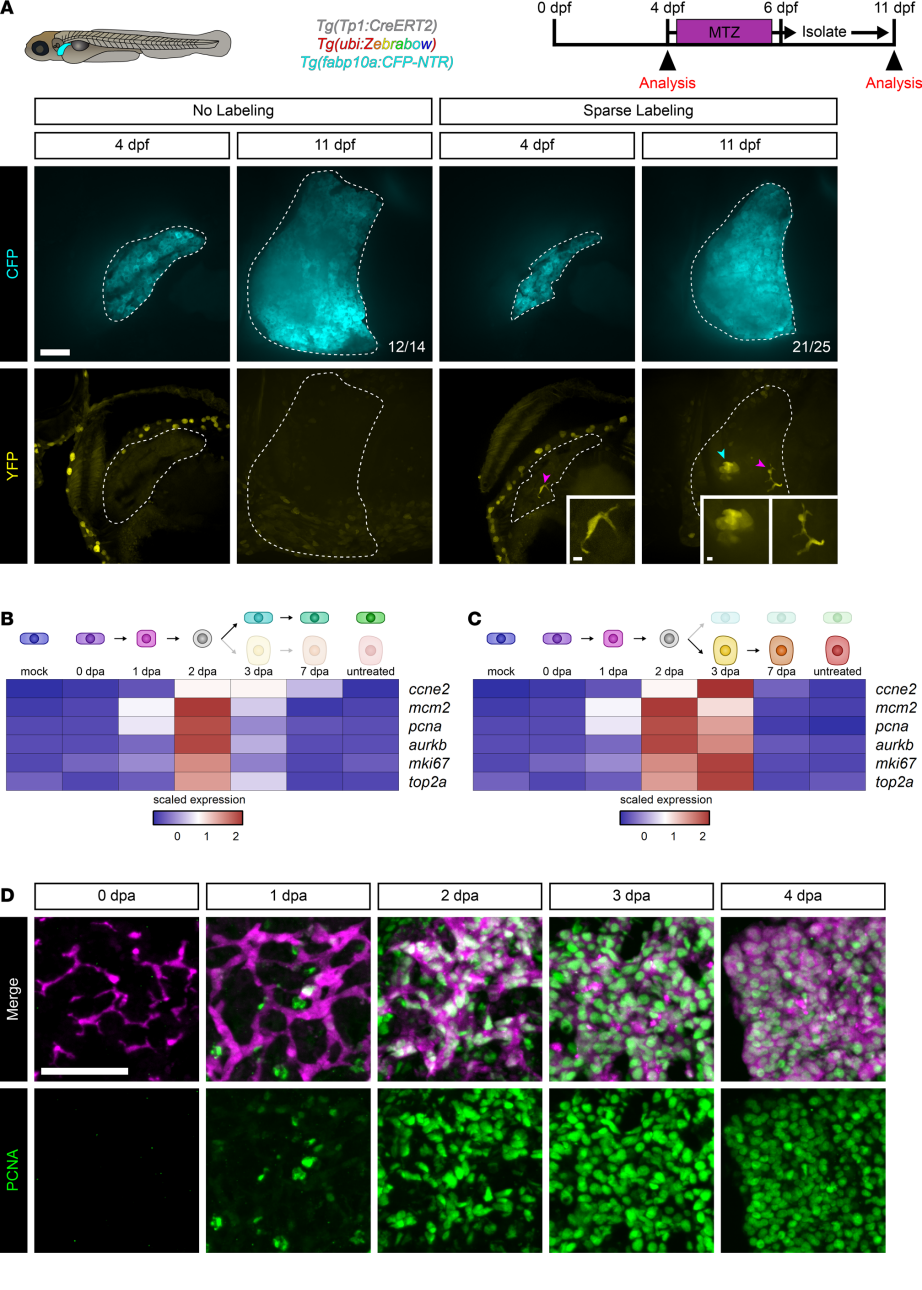
Clonal analysis of BECs during regeneration. (**A**) Live images of the zebrafish larval liver showing CFP (cyan) and YFP (yellow) signal for an individual animal with either no labeling (*n* = 14) or sparse labeling (*n* = 25) before and after ablation. Number of animals resembling the representative image are in white in the lower right corner of each image. White dotted line marks the boundary of the liver. Scale bars: 50 μm. Inset scale bars: 5 μm. Magenta arrowhead marks biliary epithelial cells, and cyan arrowhead marks hepatocytes. Limiting numbers of biliary epithelial cells give rise to colonies that have both biliary epithelial cells and hepatocytes. (**B** and **C**) Heatmaps of the average expression in selected cell states for each gene. The scaled expression values are average expression values that have been normalized to the minimum and maximum values in each row. The color key from blue to red indicates low to high scaled expression levels, respectively. Data are shown for the biliary branch (**B**) and hepatocyte branch (**C**). Markers of proliferation are highest at 2 and 3 dpa. (**D**) Immunofluorescence in adult liver showing mCherry (magenta) and PCNA (green) for animals regenerating from hepatocyte ablation. Time points shown are 0 dpa (*n* = 7), 1 dpa (*n* = 6), 2 dpa (*n* = 8), 3 dpa (*n* = 9), and 4 dpa (*n* = 5). There is a burst in proliferation ranging from 1 to 4 dpa. Scale bars: 50 μm.

**Figure 5:**
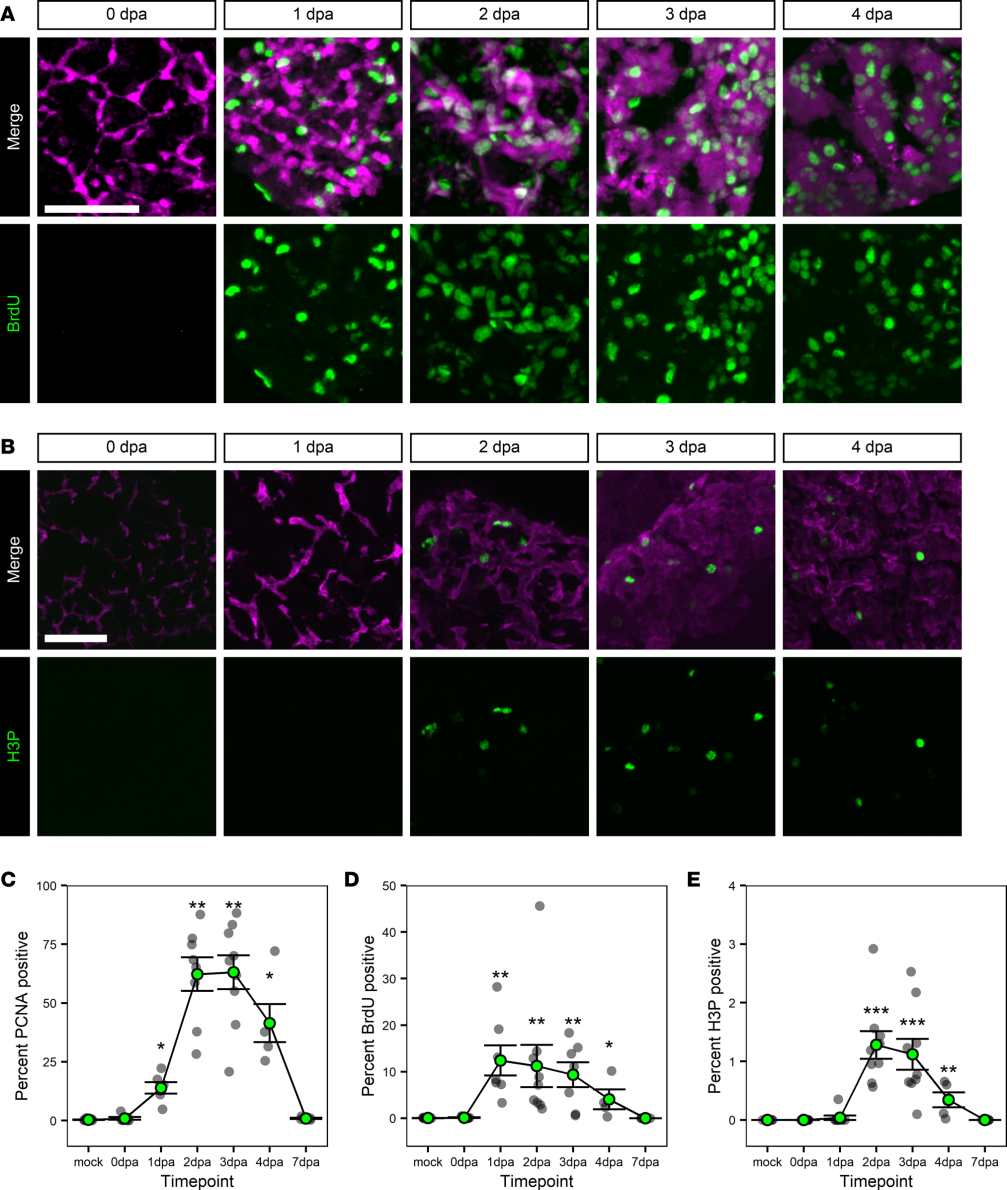
Proliferation of BECs during regeneration. (**A** and **B**) Immunofluorescence in adult liver showing markers of biliary origin (magenta) and proliferation/cell cycling (green); mCherry (magenta) and BrdU (green) (**A**) or Anxa4 (magenta) and H3P (green) (**B**) signal for animals regenerating from hepatocyte ablation. Time points shown are BrdU: 0 dpa (*n* = 7), 1 dpa (*n* = 7), 2 dpa (*n* = 9), 3 dpa (*n* = 7), and 4 dpa (*n* = 4); H3P: 0 dpa (*n* = 9), 1 dpa (*n* = 9), 2 dpa (*n* = 9), 3 dpa (*n* = 9), and 4 dpa (*n* = 5). There is a burst in proliferation ranging from 1 to 4 dpa. Scale bars: 50 μm. (**C**–**E**) Line graph of the percentages of nuclei positive for PCNA (**C**), BrdU (**D**), or H3P (**E**) over time. Gray dots mark the average value for an animal; green-filled dot marks the average of the animal values. Data are shown as mean ± SEM. For PCNA and BrdU, the earliest significant change as compared with mock sample occurs at 1 dpa. For H3P, the earliest significant change is at 2 dpa. Significance was determined using the Wilcoxon Rank Sum test, and *P* values were adjusted for multiple hypothesis testing using a Bonferroni correction. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
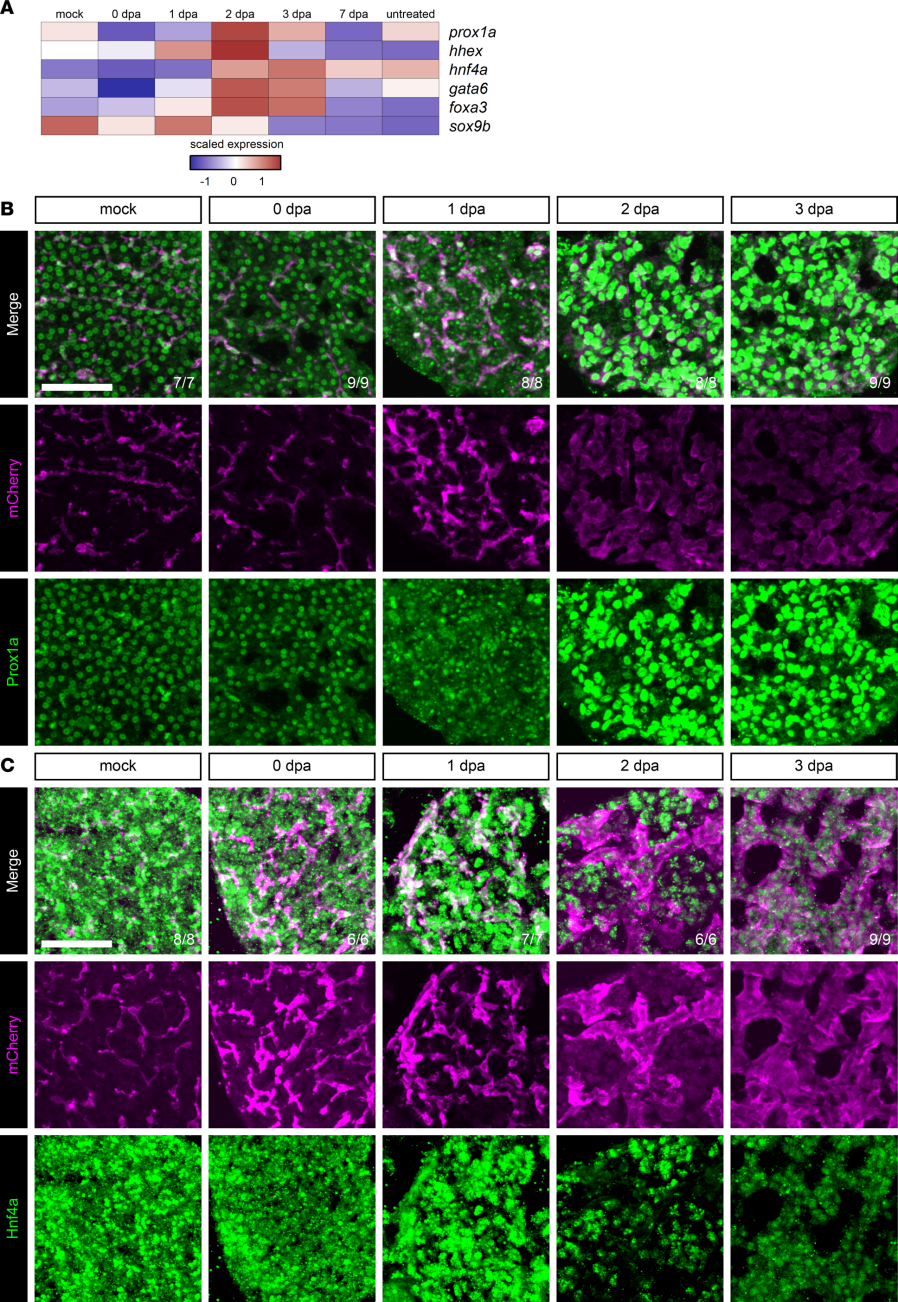
Transcription factor expression during regeneration from hepatocyte ablation. (**A**) Heatmap of the average expression in selected cell states for each gene along the hepatocyte branch. The scaled expression values are average expression values that have been normalized to the minimum and maximum values in each row. The color key from blue to red indicates low to high scaled expression levels, respectively. There is an elevation of transcription factor expression at 2 dpa. (**B** and **C**) Immunofluorescence showing Anxa4 (magenta) and Prox1a (green) or Hnf4a (green) signal in adult livers of animals regenerating from hepatocyte ablation. Time points shown are Prox1a: mock (*n* = 7), 0 dpa (*n* = 9), 1 dpa (*n* = 8), 2 dpa (*n* = 8), and 3 dpa (*n* = 9); Hnf4a: mock (*n* = 8), 0 dpa (*n* = 6), 1 dpa (*n* = 7), 2 dpa (*n* = 6), and 3 dpa (*n* = 9). Prox1a signal in Anxa4^+^ cells is elevated from 2 to 3 dpa. Nuclear Hnf4a signal is visible in Anxa4^+^ cells from 2 to 3 dpa. Number of animals resembling the representative image are in white in the lower right corner of each image. Scale bars: 50 μm.

**Figure 7:**
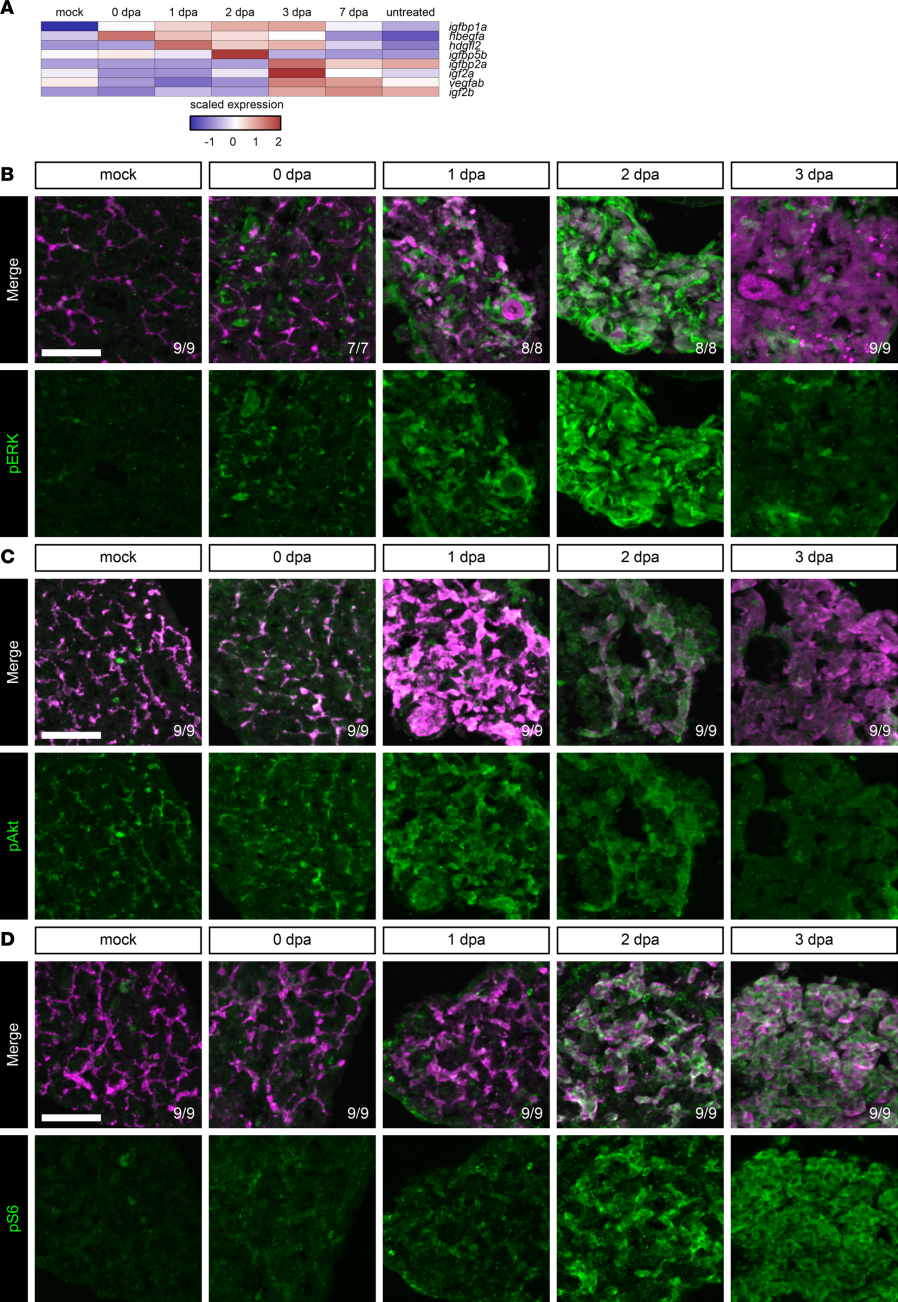
Growth factor signaling is elevated during regeneration from hepatocyte ablation. (**A**) Heatmap of the average expression in selected cell states for each gene along the hepatocyte branch. The scaled expression values are average expression values that have been normalized to the minimum and maximum values in each row. The color key from blue to red indicates low to high scaled expression levels, respectively. Two of the earliest growth factors elevated are *igfbp1a* and *hbegfa*. (**B**–**D**) Immunofluorescence in adult livers showing mCherry (magenta) and pERK (green) (**B**), Anxa4 (magenta) and pAkt (green) (**C**), or Anxa4 (magenta) and pS6 (green) (**D**) signal for animals regenerating from hepatocyte ablation. Time points shown are pERK: mock (*n* = 9), 0 dpa (*n* = 7), 1 dpa (*n* = 8), 2 dpa (*n* = 8), and 3 dpa (*n* = 9); pAkt: mock (*n* = 9), 0 dpa (*n* = 9), 1 dpa (*n* = 9), 2 dpa (*n* = 9), and 3 dpa (*n* = 9); and pS6: mock (*n* = 9), 0 dpa (*n* = 9), 1 dpa (*n* = 9), 2 dpa (*n* = 9), and 3 dpa (*n* = 9). MAPK, PI3K, and mTOR signaling are active during regeneration. Number of animals resembling the representative image are in white in the lower right corner of each image. Scale bars: 50 μm.

**Figure 8:**
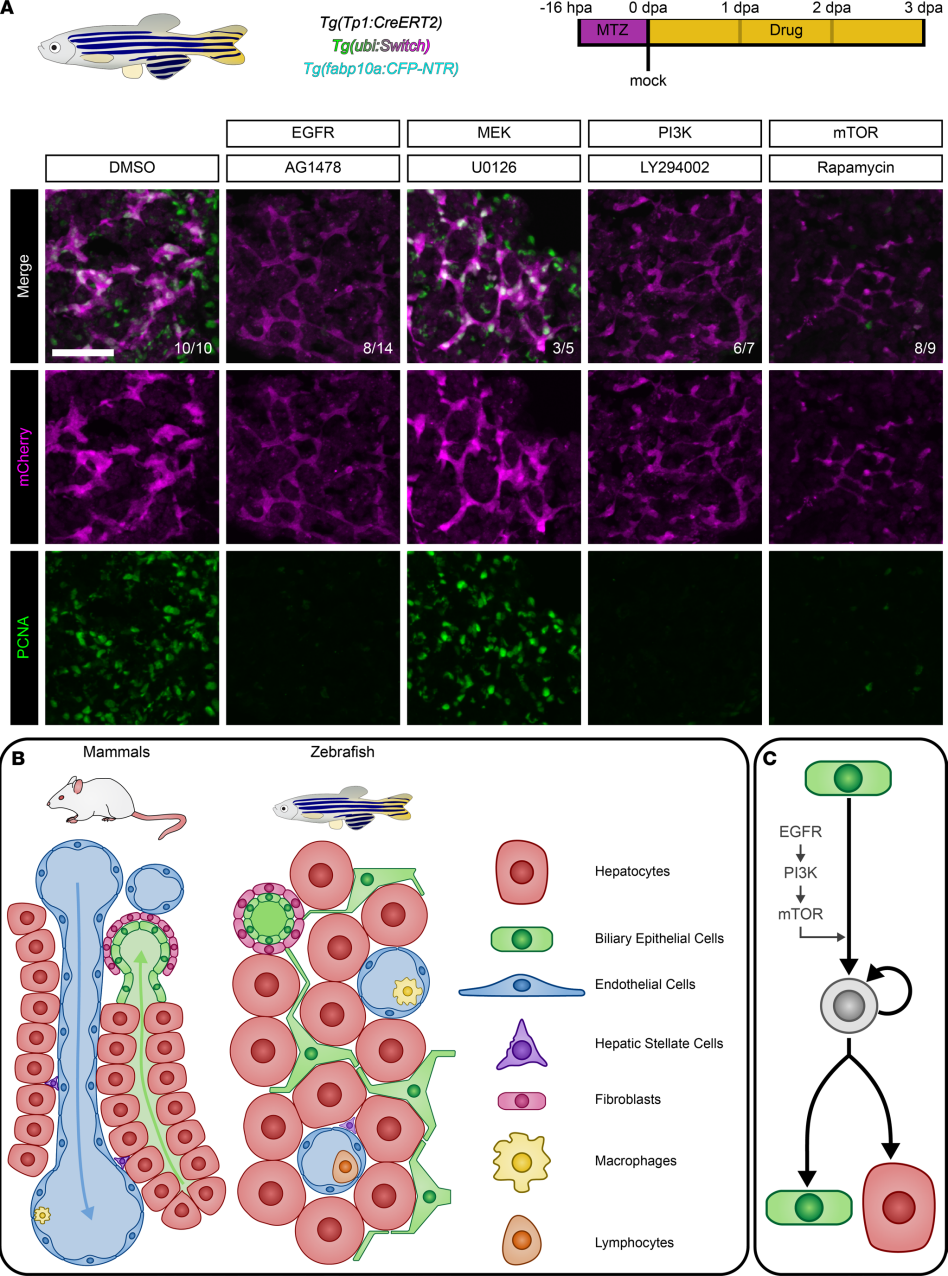
EGFR signaling is required for regeneration. (**A**) Immunofluorescence showing mCherry (magenta) and PCNA (green) signal for regenerating animals at 3 dpa.RT after chemical treatments. Inhibition of EGFR, PI3K, and mTOR dramatically reduces both cell proliferation and changes in cell morphology. Number of animals resembling the representative image are in white in the lower right corner of each image. Scale bars: 50 μm. (**B**) Illustration comparing mammalian and zebrafish liver architecture and cell types. (**C**) Model of biliary-mediated hepatocyte regeneration and the requirement for active EGFR, PI3K, and mTOR signaling.

How the deposited data were processed for this re-analysis (not part of the article)

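The authors aligned Drop-Seq reads with STAR and, with the Drop-Seq tools, made a count of UMIs per gene and barcode, and these raw UMI counts are the deposited values for all 28 libraries. Cells were called with the slope rule of the paper's methods. For clustering and naming only, background was subtracted at the 95th percentile of barcodes outside the cells. All tests used raw counts.

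Before the data were examined, the tests, samples, first set of alternatives, gene lists, marker genes and the rule for named genes were fixed. The named genes are those of the panels, those the paper names for its scRNA-Seq results, vtg1 to vtg7, and the 3 largest rises and 3 largest falls of each comparison. A gene counted for the latter if its adjusted p was under 0.05, its libraries did not overlap and its mean was at least 20 CPM in the higher state.

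The rule that names clusters was not finished then. Several versions were tried on the real clusters and judged by the names and leading genes they gave, before any differential test but after cell numbers per condition had been printed. In the rule used, a cluster needed at least 30 cells, at least 3 markers of a type each in 5% of its cells, a score of at least 0.08 and 2 times the score of the next class. Unnamed cells made up 13.9% of uninjured mCherry+, 24.8% of mock, 20.1% of 0 dpa, 8.62% of 1 dpa, 12.9% of 2 dpa, 10.4% of 3 dpa and 16.6% of 7 dpa cells. Cell type names were rebuilt here and can differ from the paper's.

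Scaling went through 4 versions on the real counts, since only TMM had been fixed. Each was changed after its median shifts on the real counts had been seen. The first and second were rejected on simulated counts of 8713 genes. The third did as well there as the version used, and was replaced because an earlier simulation of untreated.HC against 7dpa.HC, which was not kept, gave many false calls with it. With a single composition the largest scaling error was 0.539 log2 for default TMM factors, 0.00672 for genes abundant in every sum, 0.0036 for TMM over one gene set and 0.0161 for the version used. With ribosomal protein genes raised at 1 and 2 dpa the errors were 0.508, 0.465, 0.0186 and 0.0186. The version used scales deep sums over a single gene set and each shallow sum against its best correlated deep sum. Library size scaling and the earlier versions are kept as alternatives.

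The test was edgeR's quasi-likelihood test on sums of at least 10 cells (neutrophil-like 5), with genes filtered by state and Benjamini-Hochberg adjustment. It was tested on simulated data with 200 changed genes. For 2dpa.BEC against mock.BEC it recovered 49.7% among 7181 genes with 1.08% false calls, for 1dpa.BEC against 0dpa.BEC 63.7% among 6758 with 6.20%, for 2dpa.BEC against 1dpa.BEC 72.6% among 7191 with 2.88%. For 3dpa.HC against 2dpa.BEC it recovered 76.7% among 7316 with 7.53%, and for 7dpa.HC against 3dpa.HC 65.5% among 7254 with 6.45%. Fold changes against a group without counts are lower bounds against 3 counts over that group.

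No doublets were removed in the main results. The CCA alternative departs from the paper: integration used the replicate 1 library of each condition as reference, because joining all pairs exceeded memory, and it ran in Seurat 5.3.0 and not in the version the paper's methods give. Other versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, scikit-learn 1.9.0 and leidenalg 0.10.2.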

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

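In this part, the tests of a common UMI minimum, of random draws, of doublets for the NTR transgene, of depth within libraries and of all regroupings of libraries were chosen after the result was seen.

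Libraries that lie far from the others are named here, and by chance about 1 in 20 groups of libraries gives such a library. In the atlas, replicate 4 had 54.4% of its UMIs in called cells, with the nearest library at 70.4%, and no biological explanation was tested. Replicate 1 had 0.563% vitellogenin in hepatocyte-like cells, with the nearest at 0.111%, and its background barcodes held 0.815%.

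Replicate 5 of the atlas differed in composition. Lymphocyte-like cells made up 37.3% (nearest 3.44%), erythrocyte-like 16.9% (nearest 1.84%) and macrophage-like 7.32% (nearest 3.22%). It is also the shallowest library, so all libraries were held to a common minimum of 1459.2 UMIs. Lymphocyte-like cells stayed at 31.9% and macrophage-like cells rose to 20.5%, which argues against depth. Erythrocyte-like cells dropped to 1.81%, so depth is a possible explanation for them alone.

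The NTR transgene, driven by fabp10a, appeared in BEC-like cells before hepatocyte-like cells returned, at 116 CPM at 1 dpa and 236 CPM at 2 dpa, compared with 5.49 CPM in mock. Free hepatocyte RNA in the droplets is unlikely to explain it, since in 6 of 6 libraries BEC-like cells held more than macrophage-like and lymphocyte-like cells. Doublets of a hepatocyte and a BEC were tested by removal, and 234.7 CPM remained at 2 dpa.

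Lymphocyte-like cells of the mCherry+ sort carried more mCherry transcript than BEC-like cells, with a median ratio of 2.72. The lowest ratio of 15 libraries was 1.58, which argues against cells without the transcript having passed the sort.

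The neuron-like cells of the atlas had GPT at 343820 CPM, against 1243 CPM elsewhere. Neurons captured with the liver remain a possible explanation that cannot be decided. While 7 of 14 pan-neuronal genes were higher in these cells, none passed 20 UMIs among 562008, and elavl3, stmn1b, stmn2a, gap43 and tubb2 had 0 UMIs, which speaks against neurons.

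Vitellogenin returned in hepatocyte-like cells at 7 dpa. Females among the fish of some time points may explain it, and the 4.95% in background barcodes at 7 dpa cannot tell this from a change within cells.

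The groups of hepatocyte-like cells in the atlas had a ratio of pooled median depth of 1.1. That pooled value hid depth differences within libraries, where group 1 was the deeper in 3 of 6. Regrouped after thinning, however, group 1 held the cells with more UMIs before thinning in 6 of 6 libraries, so UMI depth per cell cannot be told apart from a real grouping.

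Libraries of a time point in the mCherry+ sort were nearly as alike as random draws of cells. The ratio of their differences to those of draws had a median of 1.09, against 3.27 in the atlas. Of 22 sets of libraries, by time point and cell type, 14 had at least 5% of draws as large. Another 2 lay above all draws, so not every set was as alike as draws. Draws from a single pool of cells are a possible explanation that cannot be told apart from very similar fish, and p-values between time points then reflect the pools. Libraries of the same condition also shared more barcodes, with a median of 20 against 9 for other pairs.

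For the transcription factors at 2 dpa, the share of cells with a UMI was higher than in mock for 5 of 5 genes before and for 2 of 5 after thinning to the same depth. UMI depth per cell accounts for much of the higher share of cells with a UMI. Whether it bears on average expression, which the paper's heatmap shows, was not tested.

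Regrouping the 3 and 3 libraries of a comparison gives 10 splits, and the real grouping was the largest, 1 of 10, for the number of genes changed in all 8 comparisons. The same 1 of 10 held for the growth factor and ribosome biogenesis lists at 0 dpa, the hepatocyte function list at 3dpa.HC, the biliary and proliferation lists at 2 dpa and the transcription factor list in both comparisons. With 10 splits this test cannot exclude chance, whatever the size of the result. For hbegfa in neutrophil-like cells 8 of 10 splits were as large, so chance cannot be excluded there either. For the held-out markers 1 of 60 permutations of the type names gave as many calls, the real names included (16, against at most 4). Clusters differ from each other by construction, so this test cannot speak for the names or the markers. For the groups of hepatocyte-like cells the count was 1 of 32 for the largest change among tfa, tat and agxtb, but none of these was called, so a difference between the groups in these genes is not shown.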

How the results depend on the processing

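In this part, library size scaling, the other TMM versions, clustering on raw counts, hbegfa against uninjured mCherry+ fish and the level of the anxa4-high cells with a library left out are tests chosen after the results were seen; the remaining alternatives were planned. Of the planned values for the main results, 437 kept direction and size, 42 moved, 7 reversed and 2 were weaker. Of the added ones, 88 stayed, 9 moved, 4 reversed and 3 were weaker. Where no reason is given the cause was not tested.

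CCA integration changed most. The numbers of genes changed became 879, 749, 319, 1183, 1648 and 1997 in the successive comparisons, 1300 for 2dpa.BEC against mock.BEC and 1736 against untreated.BEC. Biliary markers higher at 7dpa.BEC than at 2dpa.BEC fell to 0, and proliferation genes to 3 at 2 dpa, 3 in 3dpa.HC and 1 at 1 dpa. Hepatocyte-like shares became 53.5% in uninjured mCherry+, 52.1% in mock, 47.7%, 61.4%, 78.6%, 88.1% and 86.8% at 0, 1, 2, 3 and 7 dpa. Vitellogenin shares became 0.818% in uninjured mCherry+, 0.138% at 0 dpa, 0.00283% at 1 dpa, 0.000698% at 2 dpa, 0.0141% at 3 dpa and 4.28% at 7 dpa. The change of anxa4 at 7dpa.BEC against 2dpa.BEC reversed to -0.0345, and hbegfa in neutrophil-like cells to 0.92. Many cells lost their cluster's name under CCA, and whether this caused the changes was not tested. A CCA cluster of 2728 cells with BEC as best class stayed unnamed and is left out of the CCA shares. Another of 628 cells, led by apln, admb and sele, was counted there as hepatocyte-like. A main cluster of 541 cells led by the same genes stayed unnamed, so the CCA shares may include cells that are not hepatocytes.

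With clustering on raw counts the shares were 3.37% in uninjured mCherry+, 14.6% in mock, 4.43%, 0%, 3.99%, 91.7% and 98.6% at 0, 1, 2, 3 and 7 dpa. With cells of at least 300 UMIs the share was 18.0% in mock and 8.16% at 0 dpa; shallow cells are dropped by construction. Vitellogenin at 0 dpa then fell to 0.267%, and to 0.295% without 0 dpa replicate 3.

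Scaling mattered for ribosomal proteins. For 0dpa.BEC against mock.BEC the median was -0.123 with background-subtracted counts, -0.0431 by library size, -0.0522 with default TMM factors, -0.0329 with TMM over genes abundant in every sum and -0.0826 with only the 2 states, and it reversed to 0.0123 with DESeq2. For 2dpa.BEC against 1dpa.BEC it reversed to -0.0853 with default TMM factors and -0.0537 with only the 2 states, and ran from -0.000500 without 1dpa.BEC replicate 1 to 0.029 without another library. Biliary markers higher at 7dpa.BEC numbered 2 by library size and 3 with default TMM factors. By library size anxa4 at 3dpa.BEC against 2dpa.BEC reversed to -0.11.

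The numbers of genes changed moved to 734 for 0dpa.BEC against mock.BEC with only the 2 states and to 10117 for 2dpa.BEC against untreated.BEC with no filter, which adds genes by construction. For untreated.HC against 7dpa.HC they were 559 with at least 20 cells, 4407 with DESeq2, 718 with only the 2 states, 4738 with the uninjured GFP+ library and 557 to 1102 with a library left out.

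In neutrophil-like cells hbegfa reversed to 0.22 with doublets removed, 0.11 with default TMM factors, 0.0366 with TMM over one gene set and 0.0585 with DESeq2, and ran from -0.32 to 0.43 with a library left out. Against uninjured mCherry+ fish in place of mock it reversed to 0.73 (adjusted p 0.216). A minimum of 20 cells left no value there. In the groups of hepatocyte-like cells tat reversed to -0.0851 by library size, -0.0598 with default TMM factors, -0.37 with TMM over genes abundant in every sum, -0.00783 with TMM over one gene set, -0.0035 with background-subtracted counts, -0.0511 with doublets removed and -0.0846 with DESeq2. There agxtb reversed to 0.0238 with no filter and was -0.39 (p 0.0379, adjusted p 0.104) with TMM over genes abundant in every sum, where tat had p 0.0174 and adjusted p 0.0618.

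The rank of the stellate-like and fibroblast-like pair moved to 9 of all and 6 of liver pairs at a CPM of at least 50, and to 2 and 1 when thinned to one depth. The ratio of the anxa4 clusters at 1 dpa ran from 1.06 to 1.102 with a library left out. There the 16 to 20 cells left of the highest cluster fell into larger ones. Their level of 8574.7 to 9822.8 CPM follows from that in each library and does not speak for a separate cluster. In 2dpa.BEC against mock.BEC, hhex was -1.05 with doublets removed and ran from -1.06 without 2dpa.BEC replicate 3 to -0.578 with a library left out. There foxa3 was -0.93 with cells of at least 300 UMIs and -0.99 with doublets removed, and ran from -1.19 without mock.BEC replicate 1 to -0.274 without mock.BEC replicate 3. For gata6 the value was -0.99 under CCA, and with a library left out it ran from -1.76 to -0.916.

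Replicate numbers do not pair the libraries, as correlations of the deviations of same-numbered libraries ran from -0.0430 to 0.0274, so the replicate block is a formal alternative. With it hbegfa in neutrophil-like cells was -0.20. Using background-subtracted in place of raw counts could not be applied to the share. Among the hepatocyte-like and BEC-like states compared here, depth is lowest in mock.BEC with 364056 UMIs, 7dpa.BEC with 167903 and untreated.HC with 61652. On simulated counts 81.3% of 2-fold changes were recovered for 0dpa.BEC against mock.BEC (7290 genes), but 10.8% for untreated.HC against 7dpa.HC (6969 genes).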

Differences from the paper's values

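In this part hbegfa against uninjured mCherry+ fish and the alternatives marked so are tests chosen after the result was seen. The paper tested cells, and here libraries were tested. Values count as different here where they are more than 1.5-fold apart and further apart than the SD of the libraries. Cell names were rebuilt and may differ from the paper's, and clustering on raw counts alone moved the share in mock from 26.4% to 14.6%.

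For the atlas the paper gives 3148 cells, and here there were 5879. With at least 300 UMIs there were 5831, in named clusters 5830 and with clustering on raw counts 5575, and all still differ. The paper's 1674 hepatocytes compare with 3982 here (3974 and 3938 in the alternatives), and the paper's 138 lymphocytes with 380 here (374 and 360). Numbers of the other types were within 1.5-fold of the paper's. In the alternatives this failed for the paper's 179 acinar cells (120 here, 110 with at least 300 UMIs, 0 with clustering on raw counts) and its 29 islet cells (40 here, 0 with clustering on raw counts).

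In the regeneration series the paper's hepatocyte share of hepatocytes and BECs was 27.12% in uninjured mCherry+ fish, and here it was 6.06%. In mock the paper's 17.2% compares with 26.4% here; it came within 1.5-fold with cells of at least 300 UMIs (18.0%) or with clustering on raw counts (14.6%), a setting chosen after seeing the values. With doublets removed (26.6%) and under CCA (52.1%) it did not. The paper's 16.5% at 0 dpa compares with 10.6% here, its 21.5% at 1 dpa with 2.86% and its 39.5% at 2 dpa with 5.39%, and these differ in every alternative. At 3 and 7 dpa the paper's 69.4% and 83.8% were lower than the 82.7% and 94.2% here, though within 1.5-fold. The paper's supplement lists 1480 cells at 3 dpa and 826 at 7 dpa, and here there were 2548 and 2506, also with at least 300 UMIs.

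The paper describes prox1a, hhex, hnf4a, gata6 and foxa3 as raised in BECs at 2 dpa. In tests of libraries 0 of 6 were called higher against mock.BEC or untreated.BEC in any setting, with 3 and 5 lower. In CPM, 1 of 5 was higher than in mock and 2 of 5 were higher than in uninjured mCherry+ fish. The share of cells with a UMI was higher at 2 dpa than in mock for 5 of 5 before and 2 of 5 after thinning, and higher than in uninjured mCherry+ fish for 4 of 5 before and 0 of 5 after.

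For similarity the paper ranks stellate cells and fibroblasts first. Here the pair was at rank 19 of all and 12 of liver pairs; thinned to one depth, a planned setting, it was the first of the liver pairs.

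An induction of hbegfa in neutrophils is stated by the paper, and here the change against mock was -0.13 log2 and not called in any setting. Against uninjured mCherry+ fish it was 0.73 at 0 dpa, not called in any setting, and 0.77 at 1 dpa, called only with background-subtracted counts (1.25, adjusted p 0.0498). In BEC-like cells it was called higher at 0 dpa, as the paper states.

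The paper assigns tfa to one hepatocyte group and tat and agxtb to the other. None of the 3 was called in any setting here. With TMM over genes abundant in every sum, chosen after seeing the values, tat was -0.37 (p 0.0174, adjusted p 0.0618) and agxtb -0.39 (p 0.0379, adjusted p 0.104).

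Translation terms are reported by the paper for both 1 and 2 dpa. Ribosomal protein genes rose at 1 dpa, but their median change at 2 dpa was 0.01 log2.

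The paper has biliary markers returning on the biliary branch only. Here lgals2b was also called higher in 3dpa.HC than at 2 dpa by 0.38 log2, and under CCA and library size scaling it was not. At 7dpa.BEC 0 markers were called higher under CCA.

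The paper sees virtually no hepatocytes at 0 to 2 dpa. The shares here were low beside mock in all settings but CCA, where they were 47.7% to 78.6%. Beside uninjured mCherry+ fish (6.06%), the 10.6% at 0 dpa was not lower and the 5.39% at 2 dpa was close. Shares from the paper's own supplement were 16.5% at 0 dpa, 21.5% at 1 dpa and 39.5% at 2 dpa. The paper found no cluster high in anxa4, and here 28 of 810 BEC-like cells at 1 dpa formed a cluster with 1.92-fold more than the next, high in each of the 3 libraries and 1.67-fold at 2 times the resolution. With a library left out these cells no longer formed their own cluster, and the ratio fell to 1.06 to 1.102.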

Other observations

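In this part the tests of doublets, of random draws and of hbegfa against uninjured fish were chosen after the result was seen, and the hypotheses were written after all results.

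NTR transcripts in BEC-like cells at 1 and 2 dpa may reflect early activity of the fabp10a promoter in cells that still carry biliary transcripts, as 234.7 CPM remained with likely doublets removed. At 2 dpa 43.0% of BEC-like cells had an NTR UMI, where a Poisson draw at the same mean gives 58.5%. In situ hybridization for NTR with Anxa4 staining at 2 dpa would test this, and would show whether the signal sits in all BECs or in part of them. If the promoter is active this early, metronidazole given at 2 dpa would be expected to kill part of the BECs.

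Cells with mCherry transcripts in the sort were often lymphocyte-like. The ratio to BEC-like cells was at least 1.58 in each of the 15 libraries where it was taken. Tp1:CreERT2 with ubi:Switch could therefore also label blood cells. By the paper's account ubi:Switch gives mCherry only after recombination. A stronger ubi promoter in blood cells could raise the level but would not by itself give mCherry. Genotyping the recombined allele in sorted lymphocytes of fish with and without 4-OHT would test the labeling and whether it needs 4-OHT.

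Neutrophil-like cells rose from 29 of 2689 cells in mock to 267 of 2757 at 0 dpa while hbegfa in their UMIs was not called. More hbegfa in neutrophils in sections might therefore come from more neutrophils. A rise per cell stays open, since the SE was 0.54 log2 with 9 UMIs in mock, CCA gave 0.92 and the change against uninjured mCherry+ fish was 0.73, not called. Counting neutrophils with and without hbegfa in sections at 0 dpa would test it.

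The rise of ribosome biogenesis genes at 0 dpa (1.82 log2) came before that of ribosomal protein genes at 1 dpa (0.52). Such an order is consistent with building of ribosomes ahead of the cell cycle, though scaling moved the latter from 0.26 to 0.83. Labeling of nascent rRNA in BECs at 0 dpa, with and without mTOR inhibition, would test whether the step is needed for proliferation.

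From 3dpa.HC to 7dpa.HC the ribosomal protein genes rose by a median of 1.19 log2 in 79 of 79 genes, as fitted. Scaling factors were 1.27 to 1.28 in the 3dpa.HC sums and 0.67 to 0.72 in the 7dpa.HC sums. Part of the rise therefore comes from scaling, and by library size it is smaller. No explanation was tested for the rise.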
